# GDF2 and BMP10 coordinate liver cellular crosstalk to maintain liver health

**DOI:** 10.7554/eLife.95811

**Published:** 2024-10-25

**Authors:** Dianyuan Zhao, Ziwei Huang, Xiaoyu Li, Huan Wang, Qingwei Hou, Yuyao Wang, Fang Yan, Wenting Yang, Di Liu, Shaoqiong Yi, Chunguang Han, Yanan Hao, Li Tang

**Keywords:** liver, cellular crosstalk, hepatic stellate cell, GDF2, BMP10, identity, Mouse

## Abstract

The liver is the largest solid organ in the body and is primarily composed of hepatocytes (HCs), endothelial cells (ECs), Kupffer cells (KCs), and hepatic stellate cells (HSCs), which spatially interact and cooperate with each other to maintain liver homeostasis. However, the complexity and molecular mechanisms underlying the crosstalk between these different cell types remain to be revealed. Here, we generated mice with conditional deletion of *Gdf2* (also known as *Bmp9*) and *Bmp10* in different liver cell types and demonstrated that HSCs were the major source of GDF2 and BMP10 in the liver. Using transgenic ALK1 (receptor for GDF2 and BMP10) reporter mice, we found that ALK1 is expressed on KCs and ECs other than HCs and HSCs, and GDF2 and BMP10 secreted by HSCs promote the differentiation of KCs and ECs and maintain their identity. *Pdgfb* expression was significantly upregulated in KCs and ECs after *Gdf2* and *Bmp10* deletion, ultimately leading to HSCs activation and liver fibrosis. ECs express several angiocrine factors, such as BMP2, BMP6, Wnt2, and Rspo3, to regulate HC iron metabolism and metabolic zonation. We found that these angiocrine factors were significantly decreased in ECs from *Gdf2/Bmp10*^HSC-KO^ mice, which further resulted in liver iron overload and disruption of HC zonation. In summary, we demonstrated that HSCs play a central role in mediating liver cell-cell crosstalk via the production of GDF2 and BMP10, highlighting the important role of intercellular interaction in organ development and homeostasis.

## Introduction

Almost all organs in vertebrates consist of different cell types that undertake their individual functions to maintain organ homeostasis (Regev et al., 2017), such as vascular endothelial cells supplying oxygen and nutrients to the organ (Wong et al., 2017) and immune cells, especially tissue-resident macrophages, constantly clearing cell debris and monitoring tissue microenvironments to prevent pathogen infection (Okabe and Medzhitov, 2016). Usually, these different cell types originate from distinct progenitors and differentiate into specialized cell types via the expression of lineage-specific transcription factors during development (Young, 2011). Meanwhile, crosstalk between these individual cells within one organ occurs and promotes them to continue to specialize (Pancheva et al., 2022; Armingol et al., 2021), which is needed for the maintenance of the organotypic phenotypes of these cells. However, the cell-cell communication within organs is largely unknown.

The liver is composed of four major cell types: hepatocytes (HCs), Kupffer cells (KCs), endothelial cells (ECs), and hepatic stellate cells (HSCs). The liver exemplifies the importance of cellular interactions in maintaining organ integrity (Monga, 2014; Ding et al., 2016; Azimifar et al., 2014). For example, secretion of Wnt signaling and BMP2/6 by ECs functions on HCs to control hepatic zonation and iron metabolism (Planas-Paz et al., 2016; Yang et al., 2014; Canali et al., 2017; Koch et al., 2017), respectively. Loss of these signals results in liver dysfunction. Recent advances in RNA-sequencing (RNA-seq) technology and algorithms have enabled a better understanding of the cellular composition and potential cellular interactions of the liver (Efremova et al., 2020). However, the speculative cues still need experimental validation, and more importantly, it is still unknown what consequences happen if specific cell-cell interactions are interrupted.

HSCs reside in the space of Disse and directly interact with HCs, ECs, and KCs (Bonnardel et al., 2019). HSCs are well known for their pathological role in liver fibrosis, as HSC activation is a critical step in the development of chronic liver disease (Tan et al., 2021). However, in addition to the storage of retinoids, the physiological role of HSCs in the normal liver remains unclear. ALK1, encoded by the activin A receptor-like type 1 (*Acvrl1*) gene, is the receptor of GDF2 (also known as BMP9) and BMP10. Its mutations result in hereditary hemorrhagic telangiectasia (HHT), which causes vascular malformations in multiple organs, including the liver (Miyazono et al., 2010). It has been reported that liver sinusoidal EC-specific *Alk1*-deficient mice exhibit severe liver vascular malformations (Schmid et al., 2023), which mimic the liver symptoms observed in HHT patients. We and others demonstrated that ALK1 is needed for KC survival and identity, and the ability of KCs from *Alk1*-deficient mice to capture bacteria from the bloodstream was significantly impaired (Zhao et al., 2022; Guilliams et al., 2022). GDF2 is mainly expressed in the liver. Using antibody staining, GDF2 was reported to be expressed in human HCs (Bidart et al., 2012). Recently, it has been reported that GDF2 and BMP10 have been shown to be mainly expressed by murine HSCs (Guilliams et al., 2022; Tillet et al., 2018). However, no study has systematically examined which liver cell types secrete GDF2 and BMP10 and regulate ECs and KCs via these two paracrine factors. Here, we generated mice with conditional knockout of both *Gdf2 and Bmp10* in different liver cell types and found that HSCs are the functional source of GDF2 and BMP10. Interestingly, conditional deletion of *Gdf2/Bmp10* from HSCs (*Gdf2/Bmp10*^HSC-KO^) not only resulted in loss of KC and EC identity but also affected HC phenotypes in an indirect way, which ultimately resulted in liver dysfunction, suggesting that HSCs play a central role in orchestrating the interactions between different liver cell types under physiological conditions.

## Results

### HSCs are the functional source of GDF2 and BMP10 in the liver

To generate mice lacking *Gdf2* and *Bmp10* in different liver cell types, *Gdf2^fl/fl^* and *Bmp10^fl/fl^* mice were prepared and mated with *Alb^Cre^*, *Clec4f^Cre^*, *Tek^Cre^*, or *Lrat^Cre^* mice, which have been extensively used in the literature to produce HCs, KCs, ECs, and HSC conditional knockout mice (Canali et al., 2017; Zhao et al., 2022; Lee et al., 2021; Mederacke et al., 2013; Sakai et al., 2019), respectively. Because GDF2 and BMP10 play a redundant role in regulating KCs (Zhao et al., 2022), conditional double knockout mice (*Gdf2^fl/fl^Bmp10^fl/fl^Alb^Cre^*, *Gdf2^fl/fl^Bmp10^fl/fl^Tek^Cre^*, *Gdf2^fl/fl^Bmp10^fl/fl^Clec4f^Cre^* and *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^*) were generated. To systematically investigate which liver cell type produces GDF2 and BMP10, we acquired liver tissues from these mice. Quantitative PCR analysis revealed that *Gdf2* and *Bmp10* mRNA expression was significantly reduced in the liver tissues from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* (*Gdf2/Bmp10*^HSC-KO^) mice compared to other Cre deleter mice (Figure 1A). Using Cre-mediated reporter mice, we demonstrated that *Lrat^Cre^* mice can specifically target HSCs (Figure 1B, Figure 1—figure supplement 1). BMP10 is mostly expressed in the heart, followed by the liver (Neuhaus et al., 1999). However, *Bmp10* expression in the heart was not affected in *Gdf2/Bmp10*^HSC-KO^ mice (Figure 1C). ALK1 is the receptor of GDF2 and BMP10. To investigate which liver cell types express ALK1 and respond to GDF2 and BMP10, we prepared transgenic ALK1 reporter mice, which can faithfully reflect the expression of ALK1. We found that ALK1 was expressed on ECs and KCs but not HCs and HSCs (Figure 1D), suggesting that GDF2 and BMP10 can directly function on ECs and KCs via ALK1. Accordingly, we found that surface markers of liver F4/80^+^ macrophages from *Gdf2/Bmp10*^HSC-KO^ mice, including CLEC4F, Tim4, and VSIG4, were almost not expressed (Figure 1E and F). In contrast, these markers were not affected in the liver F4/80^+^ macrophages from *Gdf2^fl/fl^Bmp10^fl/fl^Alb^Cre^*, *Gdf2^fl/fl^Bmp10^fl/fl^Tek^Cre^,* and *Gdf2^fl/fl^Bmp10^fl/fl^Clec4f^Cre^* mice (Figure 1—figure supplement 2). LYVE1 and CLEC2, the surface markers of CD31^+^ hepatic ECs, were also reduced in the livers of *Gdf2/Bmp10*^HSC-KO^ mice (Figure 1G). In addition, we also determined the phenotypes of KCs and ECs from *Bmp10^fl/fl^Lrat^Cre^* mice to exclude the possibility that the altered phenotypes observed in *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* mice were due to Cre-mediated cytotoxicity (Janbandhu et al., 2014) and found that these cells were not affected (Figure 1—figure supplement 3). Collectively, these results suggest that HSCs are the functional source of GDF2 and BMP10 in the liver to regulate KCs and ECs.

**Figure 1.**
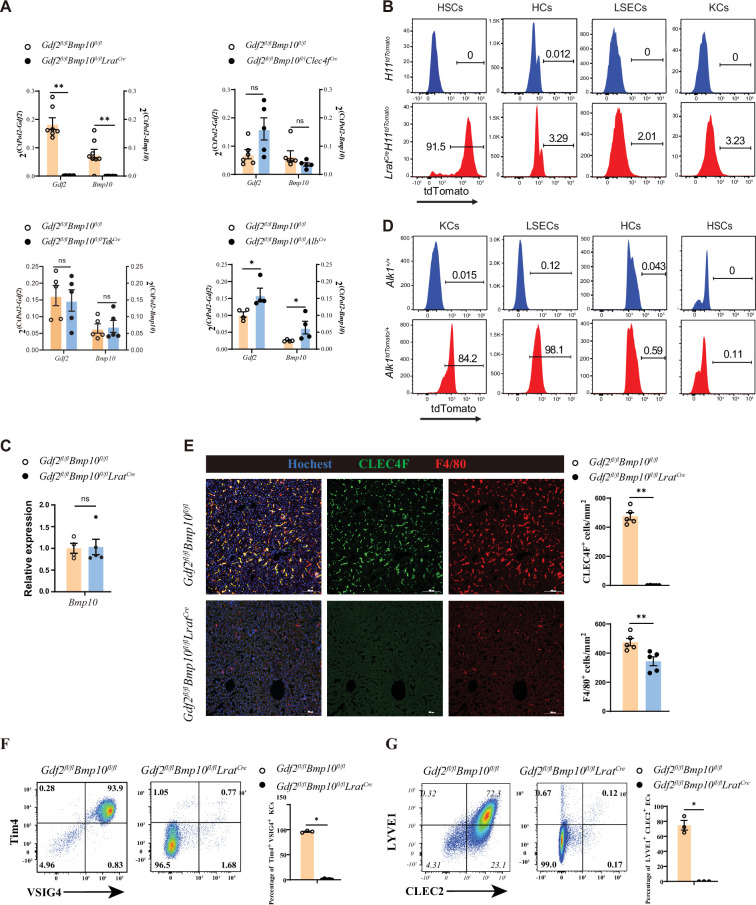
Hepatic stellate cells (HSCs) are the major source of GDF2 and BMP10 in the liver. (**A**) Quantitative PCR analysis of *Gdf2* and *Bmp10* expression in the liver from the indicated mice at the age of 8–14 weeks (n=4–6/group). (**B**) Representative flow cytometric expression of tdTomato in HSCs, hepatocytes (HCs), endothelial cells (ECs), and Kupffer cells (KCs) from *Lrat^Cre^H11^tdTomato^* mice at the age of 8–9 weeks (n=3/group). (**C**) Quantitative PCR analysis of *Bmp10* expression in the right atrium from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* and their littermate controls at the age of 8–12 weeks (n=4/group). (**D**) Representative flow cytometric expression of tdTomato in HSCs, HCs, ECs, and KCs from *Alk1^tdTomato^* mice at the age of 8–12 weeks (n=3/group). (**E**) Immunofluorescence images of liver sections from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* and their littermate controls at the age of 3–12 weeks (n=6/group). Scale bars: 100 μm. (**F**) Flow cytometric expression of Tim4 and VSIG4 in KCs (pregated on CD45^+^Ly6C^-^F4/80^+^CD64^+^) and percentage of Tim4^+^VSIG4^+^ KCs from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* (n=5) and their littermate controls (n=3) at the age of 8–12 weeks. (**G**) Flow cytometric expression of LYVE1 and CLEC2 in ECs (pregated on CD45^+^CD31^-^) and percentage of LYVE1^+^CLEC2^+^ ECs from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* (n=3) and their littermate controls (n=3) at the age of 8–12 weeks. Results represent the mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001, by Mann-Whitney test (**A, C, E–G**). Figure 1—source data 1.Numerical data of Figure 1A, C and E-G.

**Figure 1—figure supplement 1.**
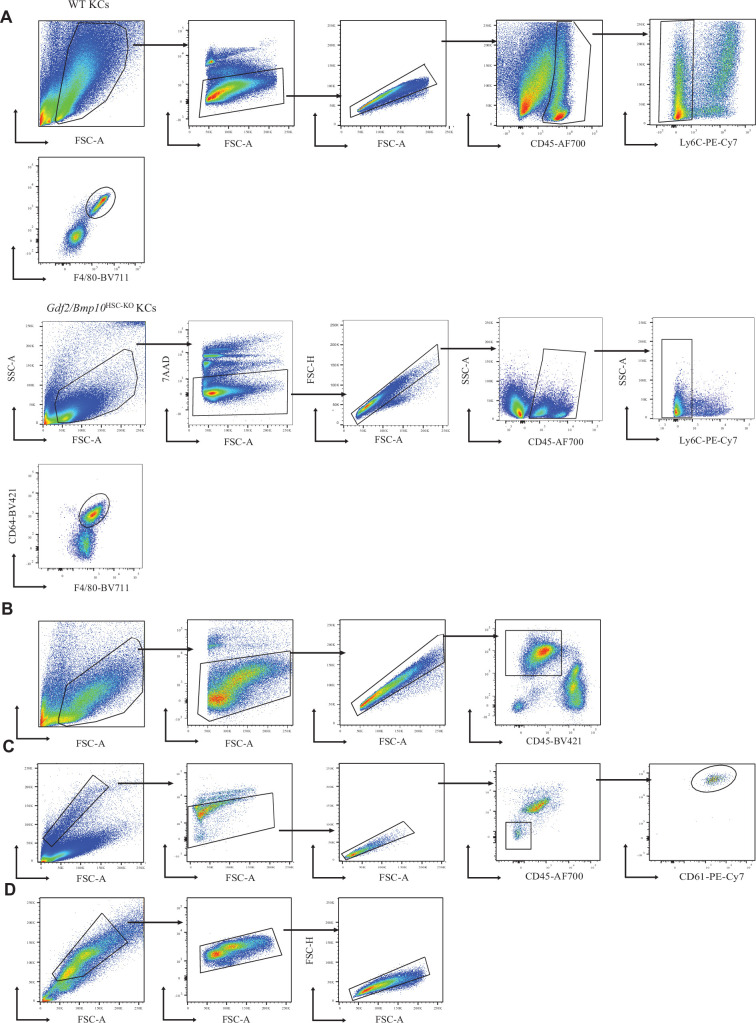
Gating strategies. (**A–D**) Flow cytometry plots show representative pre-gating strategies for live CD45^+^Ly6C^-^CD64^+^F4/80^+^ Kupffer cells (KCs) from WT and *Gdf2/Bmp10*^HSC-KO^ mice (**A**), live CD45^-^CD31^+^ endothelial cells (ECs) (**B**), live CD45^-^CD31^-^CD61^+^ hepatic stellate cells (HSCs) (**C**), and live SSC^hi^FSC^hi^ hepatocytes (HCs) (**D**) in the liver.

**Figure 1—figure supplement 2.**
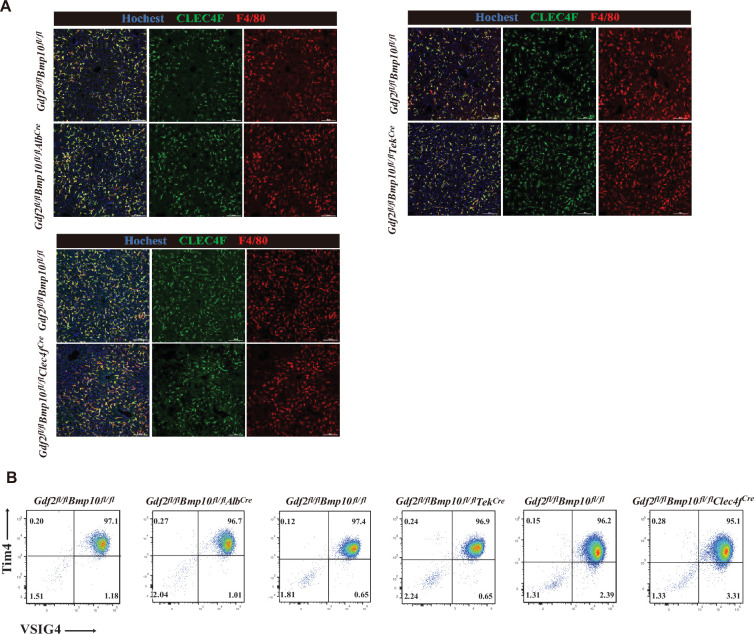
The phenotypes of Kupffer cells (KCs) were not affected in the liver from *Gdf2^fl/fl^Bmp10^fl/fl^Alb^Cre^*, *Gdf2^fl/fl^Bmp10^fl/fl^Tek^Cre^,* and *Gdf2^fl/fl^Bmp10^fl/fl^Clec4f^Cre^* mice. (**A**) Representative immunofluorescence images of liver sections from the indicated mice at the age of 8–14 weeks (n=3–5/group). Scale bars: 100 μm. (**B**) Representative flow cytometric expression of Tim4 and VSIG4 in KCs from the indicated mice at the age of 8–12 weeks (n=3–5/group).

**Figure 1—figure supplement 3.**
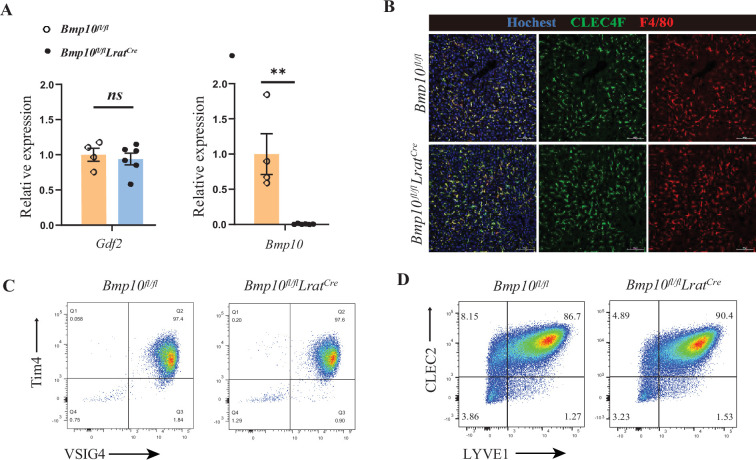
GDF2 can compensate the role of BMP10 in the liver. (**A**) Quantitative PCR analysis of *Gdf2* and *Bmp10* expression in the liver from *Bmp10^fl/fl^Lrat^Cre^* and their littermate controls at the age of 12 weeks (n=4–6/group). (**B**) Representative immunofluorescence images of liver sections from the indicated mice at the age of 14 weeks (n=2/group). Scale bars: 100 μm. (**C, D**) Representative flow cytometric expression of the indicated markers in Kupffer cells (KCs) (**C**) and endothelial cells (ECs) (**D**) from *Bmp10^fl/fl^Lrat^Cre^* and their littermate controls at the age of 6–13 weeks (n=2–4/group). Results represent the mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001, by Mann-Whitney test (**A**). Figure 1—figure supplement 3—source data 1.Numerical data of Figure 1—figure supplement 3A.

### The differentiation of liver macrophages from *Gdf2/Bmp10*^HSC-KO^ mice is blocked in a status of monocyte-derived macrophages

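*Gdf2/Bmp10* HSC-KO mice carry floxed alleles of *Gdf2* and *Bmp10* that *Lrat Cre* deletes in HSCs. Liver macrophages were sorted as CD45+Ly6C-F4/80+CD64+ cells from these mice and from control mice aged 8 to 10 weeks, and the RNA of 3 mice per group was sequenced. For library preparation, the paper's methods name an Ultra RNA kit of Illumina, whereas the sample labels name the Hieff NGS Ultima Dual-mode kit. The authors aligned the reads to the mouse genome mm10 (GRCm38) with HISAT2, counted them per gene with FeatureCounts and deposited the counts without normalization, for 48820 entries named by gene symbol. Of the deleted genes, *Gdf2* had 0, 195 and 66 counts in the control libraries and 7, 0 and 12 in the HSC-KO libraries (log2 fold change -4.01, standard error 1.77, Benjamini-Hochberg (BH)-adjusted p = 0.16 in edgeR's quasi-likelihood test). *Bmp10* had 0, 14 and 0 counts in the control libraries and 0, 0 and 0 in the HSC-KO libraries and was not tested. The total count per library was 60911527 to 87955779 (median 84042148) in the control group and 85936078 to 93926928 (median 86539796) in the HSC-KO group. Between 17497 and 18666 genes had a count in the control libraries, and between 19056 and 19831 in the HSC-KO libraries. From these counts, CPM values, counts scaled to the library size, were computed with the TMM factors of edgeR. A gene with at most 3 counts in every library of a group was taken as not detectable at this depth, which corresponds to at most 0.0518 CPM in control macrophages and 0.0342 CPM in HSC-KO macrophages, and such limits cover counting error only. The 16337 genes that passed edgeR's expression filter were compared with edgeR's quasi-likelihood test, with BH adjustment. DEGs had an adjusted p below 0.05 and an absolute log2 fold change above 1, the thresholds of the paper, whose own DEGs came from DESeq2. Counts of Y-linked genes were present in control replicates 1 and 2 and in HSC-KO replicate 1, and the other 3 libraries had *Xist* counts, so that both sexes occurred in each group. Judged by 12 pan-endothelial genes, EC transcripts made up 0.0948, 1.52 and 0.950% of the control libraries and 0.0554, 0.0622 and 0.360% of the HSC-KO libraries.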

To acquire more information about transcriptome changes in liver macrophages in the *Gdf2/Bmp10*-deficient liver microenvironment, we performed bulk RNA-seq analysis on sorted liver macrophages from *Gdf2/Bmp10*^HSC-KO^ mice compared with their controls. Principal component analysis (PCA) suggested that liver macrophages from *Gdf2/Bmp10*^HSC-KO^ mice were different to that of their controls (Figure 2A). 

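The PCA was computed over the 500 most variable genes after DESeq2's blind variance stabilizing transformation of the counts. PC1 held 84.9% of the variance and PC2 5.96%. On PC1, control replicates 1, 2 and 3 lay at -33.7, -39.4 and -37.9, and HSC-KO replicates 1, 2 and 3 at 38.5, 40.6 and 31.9. The gap between the groups was larger than the spread within either group. With each library left out in turn, PC1 held from 84.7 to 87.3%. The setting that moved it most was the use of all genes past the expression filter, with 72.6% on PC1, and PC1 parted the 2 groups in that setting too.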

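Among the 16337 genes tested in liver macrophages from *Gdf2/Bmp10* HSC-KO mice and control mice, 1904 were DEGs, 1032 of them higher and 872 lower in *Gdf2/Bmp10* HSC-KO mice. Without adjustment, 5415 genes had a p below 0.05. For 1900 of the DEGs, the 3 libraries of *Gdf2/Bmp10* HSC-KO mice lay all above or all below the 3 control libraries, whereas 40.3% of all tested genes did so and 10% do by chance. With DESeq2, the tool of the paper, 2486 genes met the same thresholds, 1354 higher and 1132 lower, and they included 1891 of the DEGs above. The setting that moved the number most was a test against a log2 fold change of 1 (glmTreat), which called 906 genes. 1166 of the DEGs were called in every fit that left out 1 library. 155 DEGs were at or below 3 counts in every library of a group, and their fold changes are given as bounds. Among DEGs with a mean log2 CPM of at least 3, the 5 with the largest rise were *Kctd12*, *Adnp*, *Fcrls*, *P3h2* and *Slco2b1*. *Kctd12* had 18693, 24372 and 16089 counts in the HSC-KO libraries and 0 in every control library, at least 5233-fold higher. In the control macrophages of the *Smad4* experiment, however, it had 12768, 11413 and 13093 counts. It had 0 counts in every HSC-KO liver library. It also had 0 counts in *Smad4* cKO replicate 2, EC HSC-KO replicate 2 and liver control replicate 3, where the other replicates of the group had at least 1935. *Adnp*, at 0 counts in every control library, was at least 1672-fold higher, while *Gm20716*, whose exons overlap those of *Adnp* on the same strand, was at least 1814-fold lower, and the summed CPM of these genes changed by 0.21 on the log2 scale. *Fcrls* rose from 0.424 ± 0.321 to 371 ± 137 CPM (SD, n = 3; log2 fold change 9.74, standard error 0.61, BH-adjusted p = 9.0e-05 in edgeR's quasi-likelihood test). *Slco2b1* rose from 0.830 ± 0.314 to 330.5 ± 66.3 CPM (log2 fold change 8.61, standard error 0.35, BH-adjusted p = 2.6e-05 in edgeR's quasi-likelihood test), and *P3h2* rose by 9.35 on the log2 scale (standard error 0.82). Next to *Gm20716*, the largest falls were those of *Fabp7*, *Cxcl13*, *Clec4f* and *Cd207*. *Cxcl13* fell from 265 ± 69.7 to 0.164 ± 0.285 CPM (log2 fold change -10.64, standard error 1.06, BH-adjusted p = 0.00059 in edgeR's quasi-likelihood test), and *Cd207* from 378 ± 48.2 to 0.652 ± 0.519 CPM (log2 fold change -9.17, standard error 0.57, BH-adjusted p = 8.6e-05 in edgeR's quasi-likelihood test).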

We found that 2424 genes were differentially expressed (FC>2, p-adj<0.05), among which 1313 genes were upregulated and 1111 genes were downregulated in liver macrophages from *Gdf2/Bmp10*^HSC-KO^ mice compared to their control mice (Figure 2B). From these differentially expressed genes (DEGs), we found that genes associated with the identity of KCs (Scott et al., 2018), such as *Fabp7*, *Cd5l*, *Cdh5,* and *Clec4f*, were significantly downregulated in liver macrophages from *Gdf2/Bmp10*^HSC-KO^ mice (Figure 2C). 

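*Clec4f* (GRCm38 chromosome 6, 83644542 to 83656187, GENCODE vM21) fell from 11727 ± 624 CPM in control mice to 9.32 ± 6.72 CPM in *Gdf2/Bmp10* HSC-KO mice (SD, n = 3 per group), with log2 fold change -10.30, standard error 0.72, BH-adjusted p = 0.00014 in edgeR's quasi-likelihood test. *Cd5l* (chromosome 3, 87357881 to 87371073) fell from 12160 ± 559 to 41.1 ± 48.1 CPM (log2 fold change -8.21, standard error 1.03, BH-adjusted p = 0.0017 in edgeR's quasi-likelihood test), and HSC-KO replicate 3 had the highest level among the HSC-KO libraries, which were at 18.6, 8.34 and 96.4 CPM. *Cdh5* (chromosome 8, 104101625 to 104144511) was at 283, 256 and 197 CPM in the control libraries and at 0.889, 0.765 and 2.68 CPM in the HSC-KO libraries (log2 fold change -7.40, standard error 0.55, BH-adjusted p = 0.00019 in edgeR's quasi-likelihood test). *Cdh5* is also expressed by ECs, at 589 CPM in the sorted control ECs, and the difference in EC transcripts between the groups could account for 1.65% of its fall. *Fabp7* (chromosome 10, 57784881 to 57788450) had 12690, 18572 and 9209 counts in the control libraries and 0, 0 and 17 in the HSC-KO libraries (log2 fold change -11.44, standard error 0.79, BH-adjusted p = 0.00013 in edgeR's quasi-likelihood test). With each library left out in turn, the log2 fold change stayed at -11.00 to -9.89 for *Clec4f*, -9.82 to -7.73 for *Cd5l* and -8.21 to -7.10 for *Cdh5*. For *Fabp7* it ranged from -16.82 to -10.85, since without HSC-KO replicate 3 no HSC-KO library had a count. Of the 27 KC signature genes in the heatmaps of Figure 2, 27 were DEGs with a lower level in *Gdf2/Bmp10* HSC-KO mice, and the number adjusted over the list alone was 27. The paper displayed this list from these libraries, so neither count is independent evidence. The median log2 fold change of the list was -4.88.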

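*Id3* (GRCm38 chromosome 4, 136143497 to 136145755) was at 1157, 955 and 992 CPM in the 3 libraries of control macrophages and at 1.80, 2.02 and 6.52 CPM in the 3 libraries of macrophages from *Gdf2/Bmp10* HSC-KO mice. This was a log2 fold change of -8.23 (standard error 0.61, BH-adjusted p = 0.00018 in edgeR's quasi-likelihood test), which stayed between -9.08 and -7.92 with each library left out. *Id1* (chromosome 2, 152736251 to 152737410) was expressed at a lower level, with 1779, 1175 and 561 counts in the control libraries and 13, 0 and 8 in the HSC-KO libraries. Its log2 fold change was -7.56 (standard error 0.80, BH-adjusted p = 0.00075 in edgeR's quasi-likelihood test). The difference in EC transcripts between the groups could account for 1.01% of the fall in *Id3* and 1.27% of that in *Id1*. *Acvrl1* (chromosome 15, 101128522 to 101145336), which encodes ALK1, was at 177 ± 19.6 CPM in control and 187 ± 14.1 CPM in HSC-KO macrophages and was not called (log2 fold change 0.09, standard error 0.13, BH-adjusted p = 0.69 in edgeR's quasi-likelihood test).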

*Id1* and *Id3*, target genes of ALK1 signaling and important regulators of KC differentiation, were also significantly reduced in liver macrophages from *Gdf2/Bmp10*^HSC-KO^ mice (Figure 2C). 

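*Timd4* (GRCm38 chromosome 11, 46810800 to 46844332) fell from 699 ± 29.4 CPM in control macrophages to 34.1 ± 15.6 CPM in macrophages from *Gdf2/Bmp10* HSC-KO mice (SD, n = 3 per group), with log2 fold change -4.36, standard error 0.34, BH-adjusted p = 0.00023 in edgeR's quasi-likelihood test. *Cx3cr1* (chromosome 9, 119901616 to 120069879) rose from 24.7 ± 5.81 to 1697 ± 342 CPM (log2 fold change 6.11, standard error 0.27, BH-adjusted p = 3.4e-05 in edgeR's quasi-likelihood test). *Ccr2* (chromosome 9, 124101950 to 124113557) rose from 6.82 ± 2.71 to 66.9 ± 29.2 CPM (log2 fold change 3.29, standard error 0.44, BH-adjusted p = 0.0021 in edgeR's quasi-likelihood test). The *Ccr2* level in HSC-KO replicate 1, 33.2 CPM, was lower than in HSC-KO replicates 2 and 3, at 84.1 and 83.4 CPM, and higher than in every control library. With each library left out in turn, the log2 fold change was -4.76 to -4.09 for *Timd4*, 5.94 to 6.29 for *Cx3cr1* and 3.03 to 3.62 for *Ccr2*, and all 3 genes were DEGs in each of these fits.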

We also observed downregulation of embryonic KC marker *Timd4* (encoding Tim4) expression and upregulation of monocytic *Cx3cr1* and *Ccr2* expression (Bonnardel et al., 2019; Scott et al., 2016) in liver macrophages from *Gdf2/Bmp10*^HSC-KO^ mice (Figure 2D), suggesting that embryonic KCs were lost and replaced by monocyte-derived macrophages (MoMs)/KCs, as a reduced number of liver macrophages were observed in *Gdf2/Bmp10*^HSC-KO^ mice (Figure 2E).

**Figure 2.**
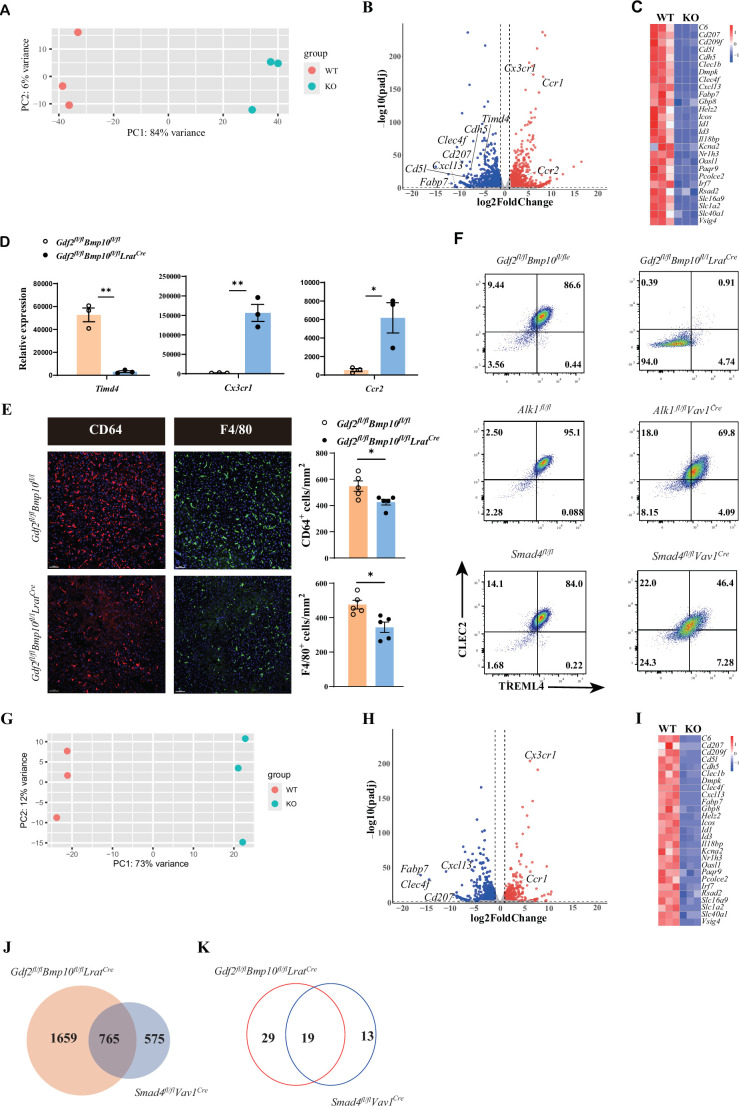
The differentiation of liver macrophages was inhibited in *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* mice. (**A, B**) Principal component analysis (PCA) and volcano plot of the RNA-sequencing (RNA-seq) data of sorted CD45^+^Ly6C^-^F4/80^+^CD64^+^ liver macrophages from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* and control mice at the age of 8–10 weeks (n=3/group). Genes upregulated and downregulated are shown in red and blue, respectively (fold change [FC]>2, adjusted p [p-adj]<0.05). (**C**) Heatmap showing signature genes expressed differentially in liver macrophages from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* and control mice. (**D**) Expression counts of indicated genes in liver macrophages from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* and control mice. ***p-adj<0.001. (**E**) Immunofluorescence images of F4/80^+^ and CD64^+^ liver macrophages in sections from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* mice and their controls at the age of 12 weeks (n=5/group). Liver macrophages number was measured (right). Scale bars: 50μm. (**F**) Representative flow cytometric expression of CLEC2 and TREML4 in liver macrophages from the indicated mice at the age of 8–12 weeks (n=3–4/group). (**G, H**) PCA and volcano plot of the RNA-seq data of sorted liver macrophages from *Smad4^fl/fl^Vav1^Cre^* and control mice at the age of 8–10 weeks (n=3/group). Genes upregulated and downregulated are shown in red and blue, respectively (fold change [FC]>2, adjusted p [p-adj]<0.05). (**I**) Heatmap showing signature genes expressed differentially in liver macrophages from *Smad4^fl/fl^Vav1^Cre^* and control mice. (**J, K**) Venn diagram showing differentially expressed (DE) genes (**J**) and transcription factors (**K**) specific to liver macrophages of *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^*, *Smad4*-deficient liver macrophages or shared between both mac populations. Results represent the mean ± SEM. *p<0.05, by Mann-Whitney test (**E**). Figure 2—source data 1.Numerical data of Figure 2D and E.

**Figure 2—figure supplement 1.**
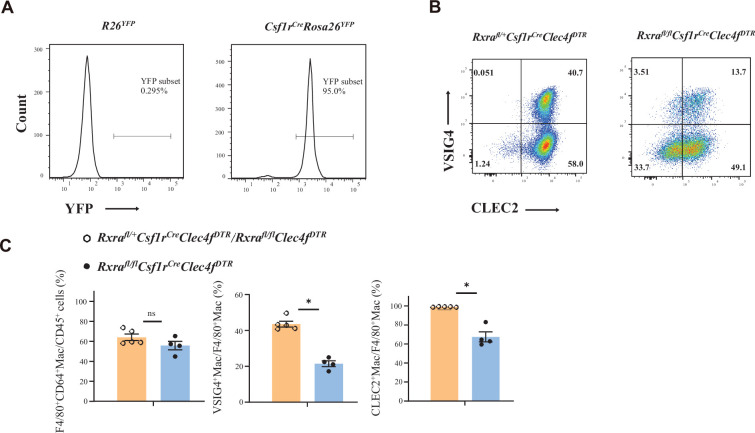
RXRα is required for the differentiation from blood monocytes to monocyte-derived Kupffer cells (MoKCs). (**A**) Representative flow cytometric expression of YFP in blood monocytes from *Csf1r^Cre^Rosa26^YFP^* and control mice at the age of 8–12 weeks (n=2/group). (**B, C**) Representative flow cytometric expression (**B**) of CLEC2 and VSIG4 in liver macrophages, and percentage (**C**) of F4/80^+^, VSIG4^+^, and CLEC2^+^ liver macrophages from *Rxra^fl/fl^Csf1r^Cre^Clec4f^DTR^* mice and controls at the age of 11–12 weeks. The indicated mice were injected with 200 ng/mice diphtheria toxin via IP. After 7 days, VSIG4 and CLEC2 expression in CD45^+^Ly6C^-^CD64^+^F4/80^+^ liver macrophages were assessed. Results represent the mean ± SEM. *p<0.05, by Mann-Whitney test (**C**). Figure 2—figure supplement 1—source data 1.Numerical data of Figure 2—figure supplement 1C.

Upon KC loss, blood monocytes are recruited into the liver, immediately differentiate into F4/80^+^ MoMs and then gradually acquire the expression of CLEC2, CLEC4F, and VSIG4 to become monocyte-derived KCs (MoKCs) with time (Bonnardel et al., 2019; Scott et al., 2018). CLEC2, encoded by *the Clec1b* gene, was thought to be one of the earliest markers gained by MoKCs and can be used to discriminate MoKCs from MoMs (Tran et al., 2020). In addition, TREML4 expression is immediately upregulated upon blood monocyte entry into the liver (Sakai et al., 2019). Interestingly, we found that nearly all liver macrophages from *Gdf2/Bmp10*^HSC-KO^ mice did not express CLEC2 and TREML4, but liver macrophages from *Alk1^fl/fl^Vav1^Cre^* and *Smad4^fl/fl^Vav1^Cre^* mice did (Figure 2F), suggesting that the differentiation of liver macrophages from *Gdf2/Bmp10*^HSC-KO^ mice is completely blocked in a status of MoMs, and the differentiation defect in liver macrophages from *Gdf2/Bmp10*^HSC-KO^ mice is more pronounced than that from *Alk1^fl/fl^Vav1^Cre^* and *Smad4^fl/fl^Vav1^Cre^* mice. Our previous report has shown that *Alk1* and *Smad4* were efficiently deleted in KCs from *Alk1^fl/fl^Vav1^Cre^* and *Smad4^fl/fl^Vav1^Cre^* mice, respectively (Zhao et al., 2022). 

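For *Gdf2/Bmp10* HSC-KO mice, the paper proposes a loss of embryonic KCs and their replacement by MoMs/KCs. It draws on the lower *Timd4* and the higher *Cx3cr1* and *Ccr2* expression in macrophages, and on fewer liver macrophages in immunofluorescence images. In *Smad4 fl/flVav1 Cre* mice, *Vav1 Cre* deletes *Smad4* in hematopoietic cells, and RNA-seq libraries were made from sorted liver macrophages of 3 such mice and 3 control mice aged 8 to 10 weeks. *Smad4* (GRCm38 chromosome 18, 73639009 to 73703780) was at 40.1, 35.3 and 42.8 CPM in the control libraries and at 17.2, 12.6 and 15.4 CPM in the *Smad4* cKO libraries (log2 fold change -1.39, standard error 0.16, BH-adjusted p = 0.0023 in edgeR's quasi-likelihood test). Against a log2 fold change of 1, the fall was not past the threshold (BH-adjusted p = 0.18 in edgeR's glmTreat test; range over the alternatives 1.0e-10 to 0.18). The files give counts per gene and not per exon, so the remaining *Smad4* counts were not assigned to the floxed exons. In the macrophages of *Gdf2/Bmp10* HSC-KO mice, *Smad4* did not differ from control (log2 fold change 0.01, standard error 0.16, BH-adjusted p = 0.98 in edgeR's quasi-likelihood test). The counts were deposited in a table of their own and processed as those of *Gdf2/Bmp10* HSC-KO mice. The total count per library was 96506421 to 108737556 (median 101424859) in the control group and 79290188 to 110879155 (median 91375502) in the cKO group, and a count of 3 corresponded to at most 0.0331 and 0.0358 CPM. The test covered 17517 genes. All 6 libraries had counts of Y-linked genes and at most 3 counts of *Xist*. Judged by the same pan-endothelial genes, EC transcripts made up 10.1, 2.36 and 8.91% of the control libraries and 9.49, 8.83 and 7.32% of the cKO libraries, more than in the macrophages of *Gdf2/Bmp10* HSC-KO mice and their controls.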

To understand this discrepancy, we performed bulk RNA-seq analysis on sorted liver macrophages from *Smad4^fl/fl^Vav1^Cre^* mice, as Smad4 functions as a common Smad needed for transcriptional regulation in response to ALK signaling. In addition to ALK1, GDF2 and BMP10 also bind ALK2 and ALK6, respectively, with low affinity to transduce signals (Desroches-Castan et al., 2022). PCA suggested that *Smad4*-deficient KCs were distinguishable from *Smad4*-sufficient KCs (Figure 2G). 

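In the PCA of the 6 libraries of *Smad4 fl/flVav1 Cre* mice and their controls, PC1 held 72.0% of the variance and PC2 12.5%. The control libraries lay at -26.4, -30.0 and -26.4 on PC1 and the cKO libraries at 26.2, 27.8 and 28.9. PC2 ran within the groups, with cKO replicate 2 at -18.5 and cKO replicate 3 at 14.3. Over all genes past the expression filter, PC1 held 54.3% and still separated the groups.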

Analysis of the DEGs between *Smad4*-sufficient and *Smad4*-deficient KCs identified 1340 DEGs, including many KC signature genes (Figure 2H and I). 

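951 of the 17517 tested genes were DEGs, 484 higher and 467 lower in *Smad4 fl/flVav1 Cre* mice, and 3752 genes had an unadjusted p below 0.05. In all 951 DEGs the 3 libraries of a group lay above those of the other, as they did in 29.4% of all tested genes. With DESeq2, 1326 genes were DEGs, and with a test against a log2 fold change of 1, the setting that moved the number most, 315. Leaving out control replicate 3 gave 566 DEGs and leaving out cKO replicate 1 gave 624. Of the 27 KC signature genes, 26 were DEGs with a lower level in *Smad4 fl/flVav1 Cre* mice, also when adjusted over the list alone, and the median log2 fold change was -3.40. The exception was *Slc40a1*, which fell by 0.66 on the log2 scale, less than the threshold (standard error 0.11, BH-adjusted p = 0.013 in edgeR's quasi-likelihood test). The largest rises were those of *Gm44630*, *Cbr2*, *Mlxipl*, *Slco2b1* and *Cx3cr1*, and the largest falls those of *Fabp7*, *Clec4f*, *Cxcl13*, *Fam167a* and *Cd207*. *Cbr2* rose from 5.62 ± 1.67 to 1214 ± 236 CPM (SD, n = 3 per group; log2 fold change 7.76, standard error 0.31, BH-adjusted p = 4.7e-05 in edgeR's quasi-likelihood test), and *Mlxipl* from 0.562 ± 0.0519 to 58.6 ± 14.4 CPM (log2 fold change 6.70, standard error 0.25, BH-adjusted p = 4.2e-05 in edgeR's quasi-likelihood test). *Fabp7* had 15701, 13436 and 12526 counts in the control libraries and 0 in every cKO library, at least 4665-fold lower. *Clec4f* fell from 12898 ± 2006 to 0.566 ± 0.789 CPM (log2 fold change -14.48, standard error 1.34, BH-adjusted p = 0.00094 in edgeR's quasi-likelihood test). At the 7.81 CPM found in sorted control ECs, EC transcripts would come to 118% of the cKO level. The sorted control ECs also held abundant macrophage genes, at a median of 7.02 CPM. Their *Clec4f* may therefore come from macrophages, and the percentage does not decide on the source. *Timd4* fell by 2.65 on the log2 scale (standard error 0.18, BH-adjusted p = 0.00029 in edgeR's quasi-likelihood test), whereas *Ccr2* did not change detectably (log2 fold change -0.50, standard error 0.34, BH-adjusted p = 0.46 in the same test).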

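15875 genes were tested in both macrophage comparisons, that of *Gdf2/Bmp10* HSC-KO mice and that of *Smad4 fl/flVav1 Cre* mice, with 1830 and 919 DEGs among them. 595 genes, 32.5% of the DEGs in *Gdf2/Bmp10* HSC-KO mice, were DEGs in both, where 106 would be shared by chance. 592 of the shared DEGs moved the same way, 316 down and 276 up. 1235 DEGs of *Gdf2/Bmp10* HSC-KO mice were not shared, and with DESeq2 the number was 1682. Over all settings it ranged from 646, in a test against a log2 fold change of 1, to 1818 with all 12 macrophage libraries in the fit. Of the DEGs called only in *Gdf2/Bmp10* HSC-KO mice and tested in *Smad4 fl/flVav1 Cre* mice, 84.2% had a log2 fold change of the same sign in *Smad4 fl/flVav1 Cre* mice. A DEG in only 1 of the 2 comparisons need not differ between them, so the difference between the 2 fold changes was tested over the 12 libraries with edgeR's quasi-likelihood test. Of 18149 genes, 473 differed (BH-adjusted p below 0.05 and a log2 difference above 1 in size), 258 with a higher and 215 with a lower fold change in *Gdf2/Bmp10* HSC-KO mice, and 2952 had an unadjusted p below 0.05. Counting all DEGs called only in *Gdf2/Bmp10* HSC-KO mice, of which 1288 entered this fit, 267 (20.7%) differed. Over the other settings, the count ranged from 105 genes, in a test against a log2 difference of 1, to 1108 with DESeq2. The count fell to 267 and 233 without replicates 2 and 3 of the *Smad4* controls, to 276 without *Smad4* cKO replicate 1, and to 301 and 312 without HSC-KO replicates 1 and 2. 202 of these genes fell in *Gdf2/Bmp10* HSC-KO mice with a lower fold change than in *Smad4 fl/flVav1 Cre* mice, and for 41 of them the EC transcripts in the cKO libraries could supply at least 50% of the level there.

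**Figure D1:**
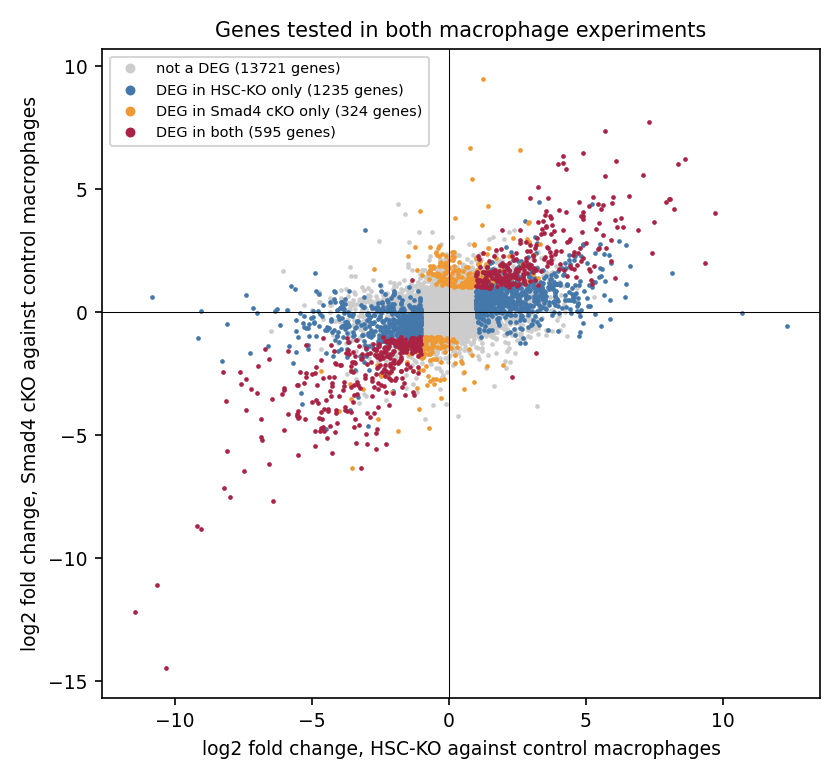
Each point is 1 of the 15875 genes tested in both macrophage experiments, with its log2 fold change in macrophages of *Gdf2/Bmp10* HSC-KO mice on the x axis and in those of *Smad4 fl/flVav1 Cre* mice on the y axis, coloured by the comparisons in which it is a DEG, and genes at or under 3 counts in every library of a group stand at the bound of their fold change. The 595 DEGs of both comparisons lie mainly in the lower left and upper right, while the 1235 DEGs of *Gdf2/Bmp10* HSC-KO mice alone lie nearer the horizontal line at 0.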

Comparison of the difference between the DEGs in liver macrophages from *Gdf2/Bmp10*^HSC-KO^ and *Smad4^fl/fl^Vav1^Cre^* mice revealed that 1659 of 2424 DEGs in liver macrophages from *Gdf2/Bmp10*^HSC-KO^ mice did not overlap with DEGs in MoKCs from *Smad4^fl/fl^Vav1^Cre^* mice (Figure 2J), which is consistent with the phenomenon described above, indicating that in addition to Smad4, alterations in other molecular mechanisms may affect the phenotypes of liver macrophages in *Gdf2/Bmp10*^HSC-KO^ mice.

Transcription factors play an important role in the differentiation of tissue-resident macrophages. 

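Supplementary file 1 lists 29 transcription factors as lower in the liver macrophages of *Gdf2/Bmp10* HSC-KO mice and not in those of *Smad4 fl/flVav1 Cre* mice, and 28 of them passed the expression filter in *Gdf2/Bmp10* HSC-KO mice. 22 were DEGs with a lower level in *Gdf2/Bmp10* HSC-KO mice and not DEGs in *Smad4 fl/flVav1 Cre* mice. *Foxa3*, *Gata4*, *Hoxb5*, *Meis2*, *Purg* and *Zfp507* were not called in *Gdf2/Bmp10* HSC-KO mice, and *Esrrb* was not tested. The lowest number among the other settings, 13, came from the test against a log2 fold change of 1. The median log2 fold change of the list was -3.17 in *Gdf2/Bmp10* HSC-KO mice, or -3.07 with the 3 genes at the limit of detection set at their bound, and -0.46 in *Smad4 fl/flVav1 Cre* mice. 25 of the 28 factors tested in *Smad4 fl/flVav1 Cre* mice had a negative log2 fold change there too. The difference between the 2 fold changes passed the thresholds for 6 factors, *Erg*, *Hic1*, *Six5*, *Smad6*, *Tcf7l1* and *Tcf7l2*. *Tcf7l2* (GRCm38 chromosome 19, 55741820 to 55933654) fell from 612 ± 27.8 to 194 ± 37.7 CPM in *Gdf2/Bmp10* HSC-KO mice (SD, n = 3 per group) and was at 879.9 ± 64.6 and 856 ± 270.2 CPM in the controls and cKO macrophages of *Smad4 fl/flVav1 Cre* mice, a log2 difference of -1.57 (standard error 0.31, BH-adjusted p = 0.021 in edgeR's quasi-likelihood test). The log2 difference was -4.71 for *Erg*, -3.80 for *Hic1*, -2.20 for *Six5*, -3.41 for *Smad6* and -4.47 for *Tcf7l1*. The level of *Erg*, *Six5*, *Smad6* and *Tcf7l1* in sorted control ECs was 20.0, 6.29, 9.96 and 9.26 times that in the control macrophages of *Gdf2/Bmp10* HSC-KO mice, and the EC transcripts in the cKO libraries could supply 145, 69.8, 269.9 and 188% of their level there, against 30.3% for *Hic1* and 0.885% for *Tcf7l2*. Over the list, EC transcripts could supply at least 50% of the cKO level of 14 of the 28 factors with a count there.

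**Figure D2:**
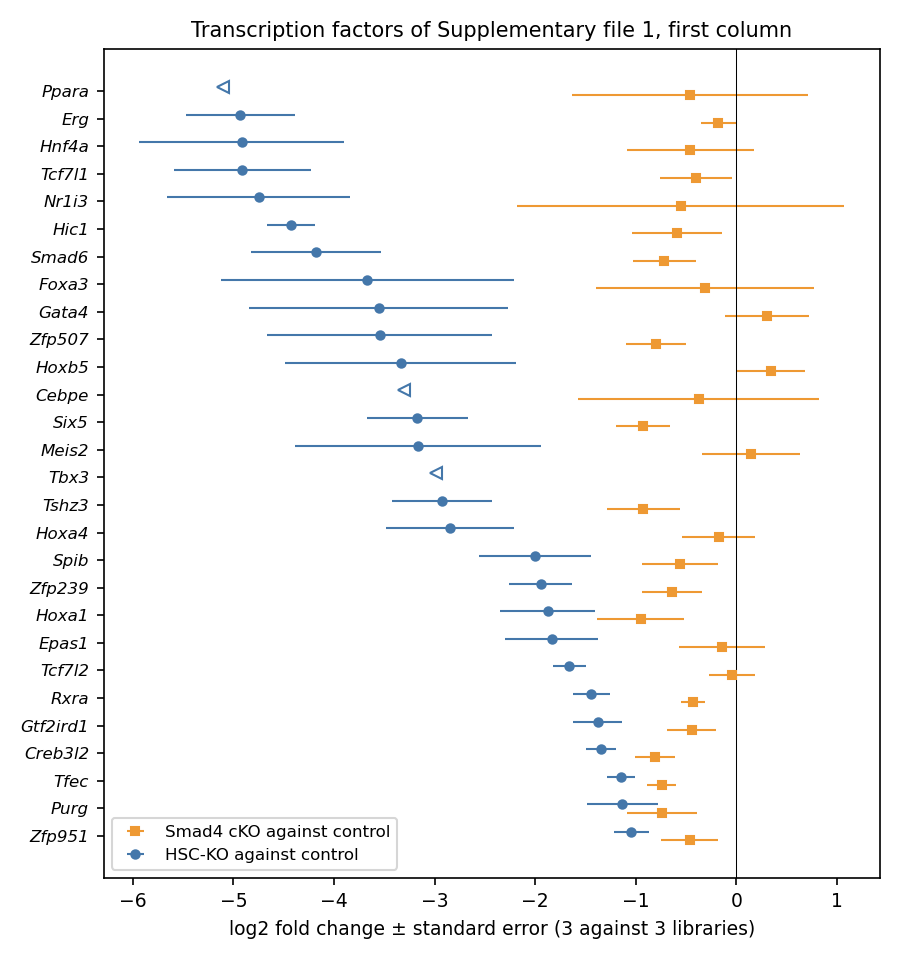
Points give the log2 fold change of each transcription factor and bars its standard error, circles for macrophages of *Gdf2/Bmp10* HSC-KO mice and squares for those of *Smad4 fl/flVav1 Cre* mice, each against 3 control libraries, and open triangles mark the bound for factors at or under 3 counts in every library of a group. The list has a median of -3.07 in *Gdf2/Bmp10* HSC-KO mice with these bounds, and 25 of the 28 squares lie below 0.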

We compared the nonoverlapping transcription factors between the DEGs in liver macrophages from *Gdf2/Bmp10*^HSC-KO^ and *Smad4^fl/fl^Vav1^Cre^* mice and found 29 transcription factors only downregulated in liver macrophages from *Gdf2/Bmp10*^HSC-KO^ mice (Figure 2K and Supplementary file 1). Among these transcription factors, we focused on *Rxra* because it has been reported to regulate the development of many embryonic tissue-resident macrophages, including KCs (Philpott et al., 2022), but it is unclear whether RXRa regulates the differentiation of blood monocytes to MoKCs. To test this hypothesis, we prepared *Rxra^fl/fl^Csf1r^Cre^ Clec4f ^DTR^* mice, in which DT injection can delete KCs and monocytes recruited into the liver to differentiate into liver macrophages, which can be targeted by the *Csf1r^Cre^* strain to eliminate the *Rxra* gene (Figure 2—figure supplement 1A). 

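*Rxra* (GRCm38 chromosome 2, 27676440 to 27762957) fell from 265 ± 21.1 CPM in control macrophages to 97.6 ± 21.9 CPM in macrophages from *Gdf2/Bmp10* HSC-KO mice (SD, n = 3 per group), with log2 fold change -1.44, standard error 0.18, BH-adjusted p = 0.0017 in edgeR's quasi-likelihood test, and the log2 fold change stayed between -1.55 and -1.27 with each library left out. The test against a log2 fold change of 1 did not call this fall (BH-adjusted p = 0.079 in edgeR's glmTreat test; range over the alternatives 6.4e-12 to 0.079). In *Smad4 fl/flVav1 Cre* mice it was at 140.5 ± 16.6 CPM against 189 ± 3.13 CPM in their controls and was not called (log2 fold change -0.43, standard error 0.12, BH-adjusted p = 0.086 in edgeR's quasi-likelihood test), and EC transcripts could supply 5.39% of the cKO level. The difference between the 2 log2 fold changes was -0.97 (standard error 0.23, BH-adjusted p = 0.045 in edgeR's quasi-likelihood test), just short of the threshold of 1 in size. With DESeq2 the difference was -1.02 and past both thresholds. With each library left out, its highest BH-adjusted p in edgeR's test was 0.11. The paper reasons that DEGs of *Gdf2/Bmp10* HSC-KO mice that do not overlap with those of *Smad4 fl/flVav1 Cre* mice point to mechanisms beyond Smad4, and from the factors lower only in *Gdf2/Bmp10* HSC-KO mice it chose *Rxra* for a test in the differentiation of blood monocytes to MoKCs.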

We found that RXRα deficiency significantly inhibited the differentiation of blood monocytes to MoKCs, as the proportion of CLEC2^+^ and VSIG4^+^ macrophages was significantly reduced in *Rxra*-deficient macrophages compared with their controls (Figure 2—figure supplement 1B and C), suggesting that the differentiation defect of liver macrophages from *Gdf2/Bmp10*^HSC-KO^ mice may be partially caused by *Rxra* downregulation.

### ECs from *Gdf2/Bmp10*^HSC-KO^ mice are transdifferentiated into continuous ECs

Next, to understand how ECs were affected in *Gdf2/Bmp10*^HSC-KO^ mice, we performed bulk RNA-seq analysis on sorted CD45^-^CD31^+^ ECs from *Gdf2/Bmp10*^HSC-KO^ mice compared with their controls. 

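CD45-CD31+ ECs of 3 *Gdf2/Bmp10* HSC-KO mice and 3 control mice aged 8 to 10 weeks were sequenced, and the deposited table held counts per gene made in the same way as for the macrophages. The sample code of EC control replicate 3 begins like that of macrophage control replicate 2. EC HSC-KO replicates 1 and 3 share this part of the code with macrophage HSC-KO replicates 3 and 2. These libraries may come from the same mice, which the labels do not state. Such a code was also used in the *Smad4* experiment for a library of the other sex, so a shared code need not mean a shared mouse. Of the genes deleted in HSCs, *Gdf2* had 241, 108 and 76 counts in control ECs and 0, 5 and 0 in ECs of *Gdf2/Bmp10* HSC-KO mice (log2 fold change -6.39, standard error 1.14, BH-adjusted p = 0.0075 in edgeR's quasi-likelihood test), and *Bmp10* had 15, 4 and 9 and 0, 0 and 0 counts. The total count per library was 71376375 to 84602768 (median 83917005) in control ECs and 66694659 to 87879751 (median 69522054) in ECs of *Gdf2/Bmp10* HSC-KO mice, with 18149 to 18575 and 18897 to 19299 genes with a count. A count of 3 corresponded to at most 0.0487 and 0.0418 CPM. *Dnase1l3* alone took 14.0, 20.4 and 18.5% of the counts in the control libraries and 5.57% in HSC-KO replicate 1, and scaling by library size alone gave a median log2 fold change of all genes of 0.30, against 0.0048 with the TMM factors. 16053 genes passed the expression filter and were compared with the same test and thresholds as in the macrophages. Y-linked counts were present in control replicates 2 and 3 and in HSC-KO replicate 2, and *Xist* counts in the other 3 libraries.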

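In ECs, 2198 of the 16053 tested genes were DEGs between *Gdf2/Bmp10* HSC-KO mice and control mice, 1233 higher and 965 lower in *Gdf2/Bmp10* HSC-KO mice, and 5234 genes had an unadjusted p below 0.05. The 3 libraries of a group lay above those of the other in 2196 of the DEGs and in 40.4% of all tested genes. With DESeq2, 2705 genes were DEGs, 1553 higher and 1152 lower. The number moved most with the test against a log2 fold change of 1, to 1096, and without HSC-KO replicate 1 it was 2496. With library size alone in place of the TMM factors, 1739 genes were higher and 661 lower. In the PCA, PC1 held 85.9% of the variance, with the control libraries at -43.0, -42.6 and -43.3 and the HSC-KO libraries at 30.6, 47.1 and 51.2, so that HSC-KO replicate 1 lay closest to the controls. The largest rises were those of *Prnd*, *Lrrc3b*, *Fam107a*, *Aplnr* and *Rgcc*. *Prnd*, *Lrrc3b* and *Fam107a* had 0 counts in every control library and were at least 2220-, 1421- and 404-fold higher in *Gdf2/Bmp10* HSC-KO mice, and the exons of *Prnd* overlap those of *Prn* on the same strand. *Rgcc* rose from 0.310 ± 0.0820 to 763 ± 347 CPM (SD, n = 3 per group; log2 fold change 11.26, standard error 0.56, BH-adjusted p = 4.9e-05 in edgeR's quasi-likelihood test). The largest falls were those of *Cd209b*, *Gpc1*, *Aass*, *Ackr4* and *Clec4g*. *Aass* fell from 235 ± 14.0 to 0.681 ± 0.0720 CPM (log2 fold change -8.43, standard error 0.17, BH-adjusted p = 1.5e-06 in edgeR's quasi-likelihood test). *Clec4g* was at 7575, 5977 and 6753 CPM in control ECs and at 77.7, 4.86 and 3.63 CPM in HSC-KO replicates 1, 2 and 3 (log2 fold change -7.88, standard error 1.39, BH-adjusted p = 0.0072 in edgeR's quasi-likelihood test).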

We found that 2692 genes were differentially expressed (FC>2, p-adj<0.05), among which 1534 genes were upregulated and 1158 genes were downregulated in ECs from *Gdf2/Bmp10*^HSC-KO^ mice compared to their control mice (Figure 3A and B). Both GATA4 and MAF act as master regulators of hepatic sinusoidal differentiation (Géraud et al., 2017; Gómez-Salinero et al., 2022), and their expression in ECs can be induced by GDF2 in vitro (Gómez-Salinero et al., 2022; Desroches-Castan et al., 2019). In our transcriptomic data, *Gata4* and *Maf* expression in ECs from *Gdf2/Bmp10*^HSC-KO^ mice were significantly reduced compared with that in their controls (Figure 3C). 

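*Gata4* (GRCm38 chromosome 14, 63198922 to 63271692) was at 335, 346 and 341 CPM in control ECs and at 25.3, 4.22 and 4.16 CPM in HSC-KO replicates 1, 2 and 3, a log2 fold change of -4.92 (standard error 0.77, BH-adjusted p = 0.0043 in edgeR's quasi-likelihood test). It was a DEG with each library left out, with log2 fold changes of -6.35 to -4.52. *Maf* (chromosome 8, 115682942 to 115707794) fell less, from 1570.1, 1809 and 1744 CPM to 738, 408 and 166 CPM, with a log2 fold change of -1.96 (standard error 0.48, BH-adjusted p = 0.024 in edgeR's quasi-likelihood test). Every HSC-KO library was below every control library for both genes. The call of *Maf* was lost without control replicate 1, 2 or 3 and without HSC-KO replicate 2, with a BH-adjusted p of up to 0.089 in edgeR's test, and also with *Xist* as a covariate and in the test against a log2 fold change of 1. With DESeq2 the log2 fold change of *Maf* was -1.95 (BH-adjusted p = 7.4e-06 in DESeq2's Wald test; range over the alternatives 7.4e-06 to 0.15).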

Consistent with the phenotypes of *Gata4/Maf*-deficient ECs, the expression of sinusoidal EC-specific markers (Gómez-Salinero et al., 2022) such as *Stab2*, *Fcgr2b,* and *Mrc1* was significantly downregulated (Figure 3D), while the expression of continuous EC-specific markers (Géraud et al., 2017) such as *Cd34*, *Emcn, Apln,* and *Aplnr* was upregulated in ECs from *Gdf2/Bmp10*^HSC-KO^ mice (Figure 3E). 

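Of the 35 sinusoidal genes of Figure 3D, all had a negative log2 fold change, 29 were DEGs and 35 passed when adjusted over the list alone. The paper displayed this list from these libraries, so the count over the list alone is not independent evidence. *Stab2*, *Fcgr2b*, *Dnase1l3*, *Adam23*, *Apoe* and *Hpgd* were not called. HSC-KO replicate 1 was above both other HSC-KO libraries for 32 of the 35 genes, and without it all 35 were DEGs. *Stab2* (GRCm38 chromosome 10, 86841198 to 87008025) fell from 2339 ± 162 to 389.9 ± 487 CPM (SD, n = 3 per group; log2 fold change -2.58, standard error 0.84, BH-adjusted p = 0.071 in edgeR's quasi-likelihood test), and without HSC-KO replicate 1 its log2 fold change was -4.43. *Fcgr2b* (chromosome 1, 170958617 to 170976547) fell from 2742 ± 169 to 223 ± 319.8 CPM (log2 fold change -3.62, standard error 1.10, BH-adjusted p = 0.056 in edgeR's quasi-likelihood test), with -6.17 without that replicate. *Mrc1* (chromosome 2, 14229392 to 14332057) fell from 1455 ± 111 to 144 ± 153 CPM (log2 fold change -3.34, standard error 0.72, BH-adjusted p = 0.015 in edgeR's quasi-likelihood test). Of the 10 continuous EC genes of Figure 3E, all rose, 9 were DEGs and 10 passed when adjusted over the list alone, with *Cxcr4* as the exception over all genes. *Cd34* (chromosome 1, 194938819 to 194961279) rose from 28.3 ± 7.91 to 839 ± 228 CPM (log2 fold change 4.89, standard error 0.32, BH-adjusted p = 0.00012 in edgeR's quasi-likelihood test) and *Emcn* (chromosome 3, 137341067 to 137432185) from 239 ± 34.1 to 2803 ± 752 CPM (log2 fold change 3.55, standard error 0.27, BH-adjusted p = 0.00019 in edgeR's quasi-likelihood test). *Apln* (chromosome X, 48025146 to 48034853) rose from 0.692 ± 0.0986 to 74.1 ± 17.0 CPM (log2 fold change 6.74, standard error 0.26, BH-adjusted p = 1.9e-05 in edgeR's quasi-likelihood test), and its receptor gene *Aplnr* (chromosome 2, 85136225 to 85139923) from 0.171 ± 0.142 to 583 ± 285 CPM (log2 fold change 11.68, standard error 0.74, BH-adjusted p = 0.00011 in edgeR's quasi-likelihood test). The median log2 fold change was -3.41 over the sinusoidal list and 4.17 over the continuous list, with the gene at the limit of detection at its bound in the latter.

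**Figure D3:**
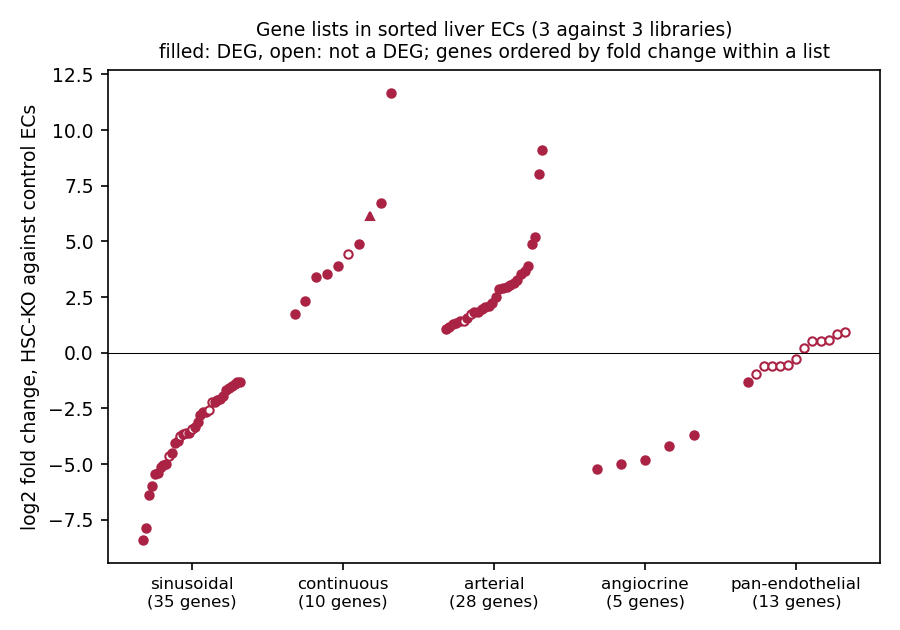
Each symbol is the log2 fold change of 1 gene in ECs of *Gdf2/Bmp10* HSC-KO mice against control ECs, by list and ordered within it, filled for DEGs and open for other genes, and the triangle is the bound for a gene at or under 3 counts in every control library. All 35 sinusoidal genes lie below 0, all 10 continuous and all 28 arterial genes above 0, and the 13 pan-endothelial genes lie on both sides.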

Immunostaining revealed obviously increased expression of CD34 and EMCN, and decreased expression of LYVE1 (Figure 3F and G). Flow cytometry also confirmed the reduced expression of C-Maf (encoded by *Maf*), CD32b (encoded by *Fcgr2b*), CD117 (encoded by *Kit*), and CD206 (encoded by *Mrc1*) (Figure 3H and I). In addition, genes associated with large arteries (Gómez-Salinero et al., 2022) were significantly upregulated in ECs from *Gdf2/Bmp10*^HSC-KO^ mice (Figure 3J). These results suggested that hepatic ECs in *Gdf2/Bmp10*^HSC-KO^ mice lost their identity and were transdifferentiated into continuous endothelial and large arterial cells.

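All 28 large artery genes of Figure 3J had a positive log2 fold change in ECs of *Gdf2/Bmp10* HSC-KO mice, with a median of 2.37 and a range of 1.08 to 9.11. 26 of them were DEGs over all tested genes, and 28 passed when adjusted over the list alone, which the paper displayed from these same libraries. *Gja5* and *Ier2* were the genes not called. With each library left out, between 20 and 23 of the genes were DEGs, and with the test against a log2 fold change of 1 the number was 15.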

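Over 13 genes expressed by ECs of most vessel types, a list chosen for the re-analysis, the median log2 fold change in ECs of *Gdf2/Bmp10* HSC-KO mice was -0.28, 7 were lower and 6 higher, and only *Eng*, at -1.31 (standard error 0.22, BH-adjusted p = 0.0053 in edgeR's quasi-likelihood test), was a DEG. From the lower *Gata4* and *Maf*, the lower sinusoidal markers and the higher continuous and arterial markers, together with immunostaining and flow cytometry, the paper proposes a transdifferentiation of hepatic ECs into continuous and large artery cells.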

**Figure 3.**
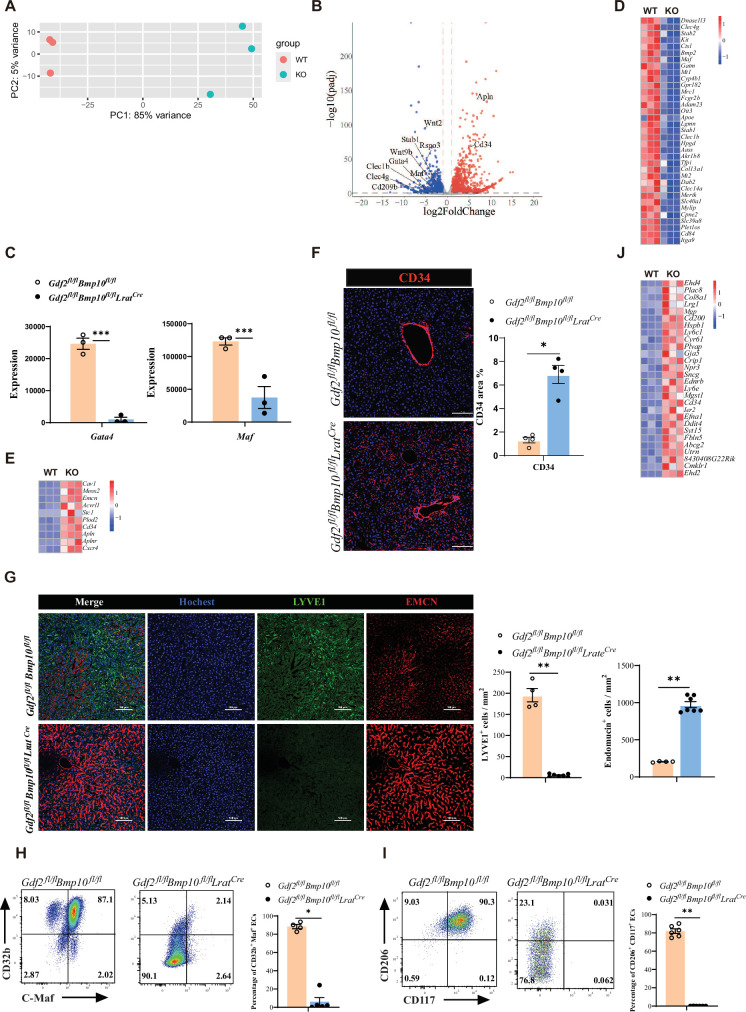
Endothelial cells (ECs) from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* mice are transdifferentiated to continuous ECs. (**A, B**) Principal component analysis (PCA) and volcano plot of the RNA-sequencing (RNA-seq) data of sorted hepatic ECs from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* and control mice at the age of 8–10 weeks (n=3/group). Genes upregulated and downregulated are shown in red and blue, respectively (fold change [FC]>2, adjusted p [p-adj]<0.05). (**C**) Expression counts of *Gata4* and *Maf* genes in ECs from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* and control mice. ***p-adj<0.001. (**D, E**) Heatmap showing sinusoidal EC-associated genes (**D**) and continuous EC-associated genes (**E**) expressed differentially in hepatic ECs from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* and control mice. (**F**) Representative immunofluorescence images in liver sections from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* and control mice at the age of 12 weeks (n=4/group). CD34^+^ area was measured (right). Scale bars: 100 μm. (**G**) Representative immunofluorescence images in liver sections from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* and control mice at the age of 8 weeks (n=4–7/group). LYVE1^+^ and EMCN^+^ area was measured (right). Scale bars: 100 μm. (**H, I**) Flow cytometric expression of CD32b, C-Maf, CD206, and CD117 in hepatic ECs from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* and littermate controls at the age of 8–10 weeks (n=4–6/group). (**J**) Heatmap showing the indicated genes expressed differentially in hepatic ECs from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* and control mice. Results represent the mean ± SEM. *p<0.05 and **p<0.01, by Mann-Whitney test (**F–I**). Figure 3—source data 1.Numerical data of Figure 3C and F-I.

### Liver metabolic zonation and iron metabolism are disrupted in *Gdf2/Bmp10*^HSC-KO^ mice

Angiocrine factors Wnts and BMP2/6 signal were shown to control hepatic metabolic zonation and iron metabolism (Planas-Paz et al., 2016; Yang et al., 2014; Canali et al., 2017; Koch et al., 2017), respectively. 

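The angiocrine genes *Wnt2*, *Wnt9b*, *Rspo3*, *Bmp2* and *Bmp6* were all DEGs with a lower level in ECs of *Gdf2/Bmp10* HSC-KO mice, in each fit that left out 1 library as well. *Wnt2* (GRCm38 chromosome 6, 17988940 to 18030585) fell from 522 ± 151 CPM in control ECs to 14.0 ± 2.59 CPM (SD, n = 3 per group; log2 fold change -5.22, standard error 0.28, BH-adjusted p = 6.7e-05 in edgeR's quasi-likelihood test). *Wnt9b* (chromosome 11, 103727364 to 103749821) fell from 25.6 ± 9.93 to 1.41 ± 0.557 CPM (log2 fold change -4.18, standard error 0.44, BH-adjusted p = 0.00078 in edgeR's quasi-likelihood test). *Rspo3* (chromosome 10, 29452416 to 29535867) fell from 95.7 ± 31.2 to 3.34 ± 0.934 CPM (log2 fold change -4.84, standard error 0.35, BH-adjusted p = 0.00016 in edgeR's quasi-likelihood test). *Bmp2* (chromosome 2, 133552159 to 133562885) was at 369, 481 and 539.8 CPM in control ECs and at 32.6, 6.04 and 4.43 CPM in HSC-KO replicates 1, 2 and 3 (log2 fold change -5.01, standard error 0.81, BH-adjusted p = 0.0049 in edgeR's quasi-likelihood test). *Bmp6* (chromosome 13, 38345107 to 38500302) fell from 76.2 ± 12.9 to 5.96 ± 0.836 CPM (log2 fold change -3.68, standard error 0.19, BH-adjusted p = 6.1e-05 in edgeR's quasi-likelihood test). For *Wnt2*, *Wnt9b*, *Rspo3* and *Bmp6* the spread between HSC-KO libraries was at most 2.59 CPM, whereas HSC-KO replicate 1 kept more *Bmp2* than replicates 2 and 3.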

The expression of these genes was significantly reduced in ECs from *Gdf2/Bmp10*^HSC-KO^ mice (Figure 4A). Prussian blue staining revealed that five out of seven *Gdf2/Bmp10*^HSC-KO^ mice showed mild iron overload in the focal liver (Figure 4B). Wnt pathway activation induces the expression of zonated proteins such as glutamine synthetase. Immunostaining confirmed the disappearance of glutamine synthetase in the livers of *Gdf2/Bmp10*^HSC-KO^ mice (Figure 4C), suggesting that liver metabolic zonation was disrupted in *the Gdf2/Bmp10*-deficient liver microenvironment.

**Figure 4.**
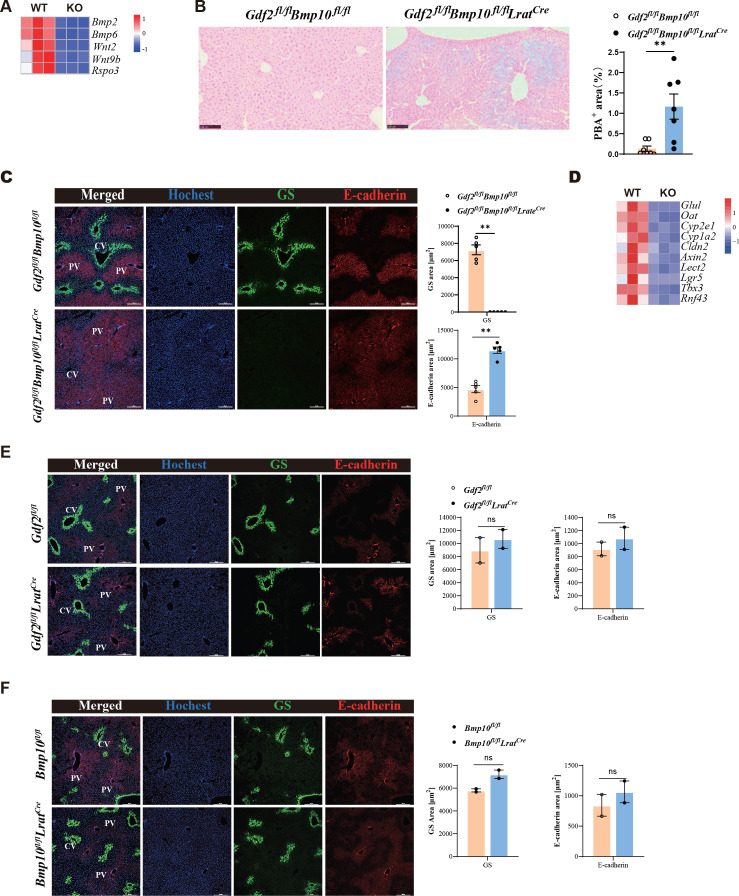
Liver metabolic zonation and iron metabolism are disrupted in *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* mice. (**A**) Heatmap showing the indicated genes expressed differentially in hepatic endothelial cells (ECs) from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* and control mice. (**B**) Prussian blue in livers from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* mice and their controls at the age of 12 weeks (n=7/group). (**C**) Immunofluorescence images in liver sections from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* mice and their controls at the age of 12 weeks (n=5/group). Scale bars: 200 μm. (**D**) Heatmap showing the indicated genes expressed differentially in liver tissues from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* and control mice at the age of 12 weeks. (**E, F**) Immunofluorescence images in liver sections from *Gdf2^fl/fl^Lrat^Cre^* (**E**) and *Bmp10^fl/fl^Lrat^Cre^* (**F**) mice and their controls (n=2/group) at the age of 13–21 weeks (n=2/group). Scale bars: 200 μm. Results represent the mean ± SEM. **p<0.01, by Mann-Whitney test (**B, C, E, F**). Figure 4—source data 1.Numerical data of Figure 4B, C, E and F.

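RNA of whole liver from 3 *Gdf2/Bmp10* HSC-KO mice and 3 control mice aged 12 weeks was isolated with Trizol and sequenced, and the counts per gene were made as for the sorted cells. *Gdf2* (GRCm38 chromosome 14, 33941039 to 33947198) was at 18.4, 9.38 and 22.5 CPM in control livers and at 3.85, 2.12 and 2.63 CPM in livers of *Gdf2/Bmp10* HSC-KO mice (log2 fold change -2.55, standard error 0.37, BH-adjusted p = 0.013 in edgeR's quasi-likelihood test), and its call was lost without control replicate 1 or 3, with a BH-adjusted p of up to 0.057 in edgeR's test. *Bmp10* (chromosome 6, 87428994 to 87437677) was at 3.28, 2.72 and 1.99 CPM and at 0.0938, 0.262 and 0.111 CPM (log2 fold change -4.07, standard error 0.49, BH-adjusted p = 0.0066 in edgeR's quasi-likelihood test). The total count per library was 73941995 to 104087482 (median 88778597) in control livers and 74712183 to 84966524 (median 79520775) in livers of *Gdf2/Bmp10* HSC-KO mice, with 20332 to 20895 and 19310 to 20335 genes with a count, and a count of 3 was at most 0.0389 and 0.0419 CPM. Of the 17118 genes tested, 425 were DEGs, 177 higher and 248 lower in *Gdf2/Bmp10* HSC-KO mice, and 2214 had an unadjusted p below 0.05. With DESeq2 the number was 814. It depended on single livers, with 266, 188 and 193 DEGs without control replicates 1, 2 and 3 and 191 without HSC-KO replicate 1, and the test against a log2 fold change of 1 called 142. HSC-KO replicate 3 was the only liver library with counts of Y-linked genes, 8818 in total, and the other 5 had *Xist* counts. In the PCA, PC1 and PC2 held 53.0 and 31.6% of the variance, with the control livers at -16.2, -22.2 and -16.9 and the livers of *Gdf2/Bmp10* HSC-KO mice at 11.4, 8.55 and 35.3 on PC1. The largest rises were those of *Aplnr*, *Ly6c1*, *Esm1*, *Clec2h* and *Fam101b*, and the largest falls those of *Slc1a2*, *Clec4g*, *Clec4f*, *Cd5l* and *Vsig4*. *Slc1a2* had 18657, 10908 and 12844 counts in control livers and 8, 0 and 0 in livers of *Gdf2/Bmp10* HSC-KO mice (log2 fold change -12.02, standard error 0.70, BH-adjusted p = 0.00035 in edgeR's quasi-likelihood test). *Ly6c1* rose from 0.581 ± 0.108 to 22.8 ± 1.81 CPM (SD, n = 3 per group; log2 fold change 5.28, standard error 0.20, BH-adjusted p = 0.00015 in edgeR's quasi-likelihood test).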

To acquire more information regarding how the livers were affected under the condition of GDF2 and BMP10 deficiency, we performed bulk RNA-seq analysis on whole liver samples of *Gdf2/Bmp10*^HSC-KO^ mice and their control mice at the age of 12 weeks. We analyzed the expression of Wnt signal target genes enriched in the pericentral zone and found that most pericentral Wnt signal targets were significantly downregulated in the livers of *Gdf2/Bmp10*^HSC-KO^ mice, including *Glul*, *Oat*, *Cyp2e1*, *Cyp1a2*, *Cldn2*, *Axin2*, *Lect2*, *Lgr5*, *Tbx3,* and *Rnf43* (Figure 4D), supporting the fact that the liver microenvironment in *Gdf2/Bmp10*^HSC-KO^ mice lacks Wnt2, Wnt9b, and Rspo3 signaling. In addition, GDF2 and BMP10 play a redundant role in regulating liver metabolic zonation, as glutamine synthetase was still expressed in the livers of *Gdf2^fl/fl^Lrat^Cre^* and *Bmp10^fl/fl^Lrat^Cre^* mice (Figure 4E and F).

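All 10 genes were DEGs with a lower level in livers of *Gdf2/Bmp10* HSC-KO mice, with a median log2 fold change of -2.78. *Glul* (GRCm38 chromosome 1, 153899944 to 153909723), whose exons overlap an annotated microRNA gene, fell from 718 ± 163 CPM to 22.2 ± 3.44 CPM (SD, n = 3 per group; log2 fold change -5.01, standard error 0.24, BH-adjusted p = 0.00023 in edgeR's quasi-likelihood test). *Cyp2e1* (chromosome 7, 140763739 to 140774987), the most abundant of these transcripts, fell from 4924 ± 363 to 703 ± 335 CPM (log2 fold change -2.81, standard error 0.32, BH-adjusted p = 0.0057 in edgeR's quasi-likelihood test). *Lgr5* (chromosome 10, 115450311 to 115587780) was at 10.7, 3.22 and 3.96 CPM in control livers and at 0.268, 0.131 and 0.181 CPM in livers of *Gdf2/Bmp10* HSC-KO mice (log2 fold change -4.95, standard error 0.59, BH-adjusted p = 0.0064 in edgeR's quasi-likelihood test), and *Axin2* (chromosome 11, 108920349 to 108950783) at 12.3, 9.33 and 6.41 and at 0.563, 2.26 and 1.35 CPM (log2 fold change -2.74, standard error 0.49, BH-adjusted p = 0.032 in edgeR's quasi-likelihood test). *Cldn2* (chromosome X, 139800828 to 139811386) changed least, from 95.4 ± 22.4 to 45.3 ± 8.15 CPM (log2 fold change -1.07, standard error 0.21, BH-adjusted p = 0.041 in edgeR's quasi-likelihood test). Of the 6 fits that each left out 1 library, 5 lost *Cldn2* and *Axin2*, 4 lost *Oat*, 3 lost *Cyp1a2* and 2 lost *Rnf43*, with BH-adjusted p from edgeR's test of up to 0.16, 0.11, 0.078, 0.083 and 0.070. The log2 fold changes of *Oat*, *Cyp1a2*, *Lect2*, *Tbx3* and *Rnf43* were -3.39, -2.30, -2.71, -3.05 and -1.41. With each library left out, between 6 and 9 of the 10 genes were DEGs, with the fewest when a control replicate or HSC-KO replicate 1 was left out, and the test against a log2 fold change of 1 called 5. Adjusted over the list alone, all 10 passed, and the paper displayed the list from these libraries. The paper states that the fall of these targets supports a lack of Wnt2, Wnt9b and Rspo3 signaling in the liver of *Gdf2/Bmp10* HSC-KO mice.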

### Liver fibrosis occurs in *Gdf2/Bmp10*^HSC-KO^ mice

Liver weight and the liver/body weight ratio were significantly reduced in *Gdf2/Bmp10*^HSC-KO^ mice at the age of 12 weeks compared with control mice (Figure 5A), suggesting that liver development is impaired. Picrosirius red (PSR) staining revealed increased collagen deposition in the livers of *Gdf2/Bmp10*^HSC-KO^ mice at the age of 12 weeks (Figure 5B), suggesting that these mice presented liver fibrosis. This phenotype was also seen in the livers of double-knockout mice for *Gdf2* (constitutive) and *Bmp10* (*Bmp10^fl/fl^Rosa26^CreERT2^*, tamoxifen inducible) (Bouvard et al., 2022). PDGFB is a profibrotic cytokine that results in HSC activation and liver fibrosis. In the transcriptomic data, we found that *Pdgfb* was significantly upregulated in the liver tissue, ECs, and liver macrophages of *Gdf2/Bmp10*^HSC-KO^ mice (Figure 5C). 

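*Pdgfb* (GRCm38 chromosome 15, 79995874 to 80014977) was at 2.26, 2.14 and 1.90 CPM in control livers and at 12.8, 17.4 and 13.2 CPM in livers of *Gdf2/Bmp10* HSC-KO mice (log2 fold change 2.79, standard error 0.19, BH-adjusted p = 0.00079 in edgeR's quasi-likelihood test). In ECs it was at 7.79, 16.3 and 7.05 CPM in control mice and at 190.5, 148 and 198 CPM in *Gdf2/Bmp10* HSC-KO mice (log2 fold change 4.11, standard error 0.36, BH-adjusted p = 0.00032 in edgeR's quasi-likelihood test). In liver macrophages it was at 39.4, 15.1 and 23.6 CPM and at 111, 80.0 and 81.7 CPM (log2 fold change 1.80, standard error 0.33, BH-adjusted p = 0.0089 in edgeR's quasi-likelihood test). Every library of *Gdf2/Bmp10* HSC-KO mice was above every control library in the 3 comparisons, and *Pdgfb* was a DEG in each fit that left out 1 library. Across these fits, the log2 fold change was 2.63 to 2.87 in livers, 3.89 to 4.59 in ECs and 1.52 to 2.23 in macrophages. Against a log2 fold change of 1, the rise in macrophages was not past the threshold (BH-adjusted p = 0.091 in edgeR's glmTreat test; range over the alternatives 4.3e-08 to 0.091), whereas those in livers and ECs were.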

Immunostaining revealed that the expression of Desmin and type I collagen, two markers of HSC activation, was upregulated in the liver tissues of *Gdf2/Bmp10*^HSC-KO^ mice (Figure 5D), suggesting that HSC activity was increased. Endothelial GATA4 deficiency leads to sinusoidal capillarization (Winkler et al., 2021). 

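In ECs of *Gdf2/Bmp10* HSC-KO mice, *Col4a1* (GRCm38 chromosome 8, 11198423 to 11312826) rose from 408 ± 38.4 to 1126 ± 37.2 CPM (SD, n = 3 per group; log2 fold change 1.46, standard error 0.15, BH-adjusted p = 0.00071 in edgeR's quasi-likelihood test) and *Col4a2* (chromosome 8, 11312805 to 11449287) from 507 ± 68.5 to 1317 ± 116 CPM (log2 fold change 1.38, standard error 0.17, BH-adjusted p = 0.0016 in edgeR's quasi-likelihood test). The starts of *Col4a1* and *Col4a2* overlap on opposite strands, and whether the counting used the strand is not stated in the paper's text. *Col4a3* (chromosome 1, 82586921 to 82722059) and *Col4a4* (chromosome 1, 82448423 to 82586849) were expressed at far lower levels. *Col4a3* rose from 2.39 ± 0.214 to 23.4 ± 3.71 CPM (log2 fold change 3.29, standard error 0.19, BH-adjusted p = 7.1e-05 in edgeR's quasi-likelihood test), and *Col4a4* from 2.85 ± 1.38 to 18.6 ± 4.76 CPM (log2 fold change 2.70, standard error 0.37, BH-adjusted p = 0.0024 in edgeR's quasi-likelihood test). All 4 genes were DEGs with each library left out, and every library of *Gdf2/Bmp10* HSC-KO mice was above every control library. The test against a log2 fold change of 1 lost *Col4a2* (BH-adjusted p = 0.093 in edgeR's glmTreat test; range over the alternatives 5.5e-14 to 0.093).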

In line with this report, the expression of collagen IV, a marker of EC capillarization, was significantly increased in the livers of *Gdf2/Bmp10*^HSC-KO^ mice, as revealed by immunostaining (Figure 5E) and the transcriptomic data of ECs (Figure 5F). These results suggested that liver fibrosis in *Gdf2/Bmp10*^HSC-KO^ mice was due to EC capillarization and HSC activation.

**Figure 5.**
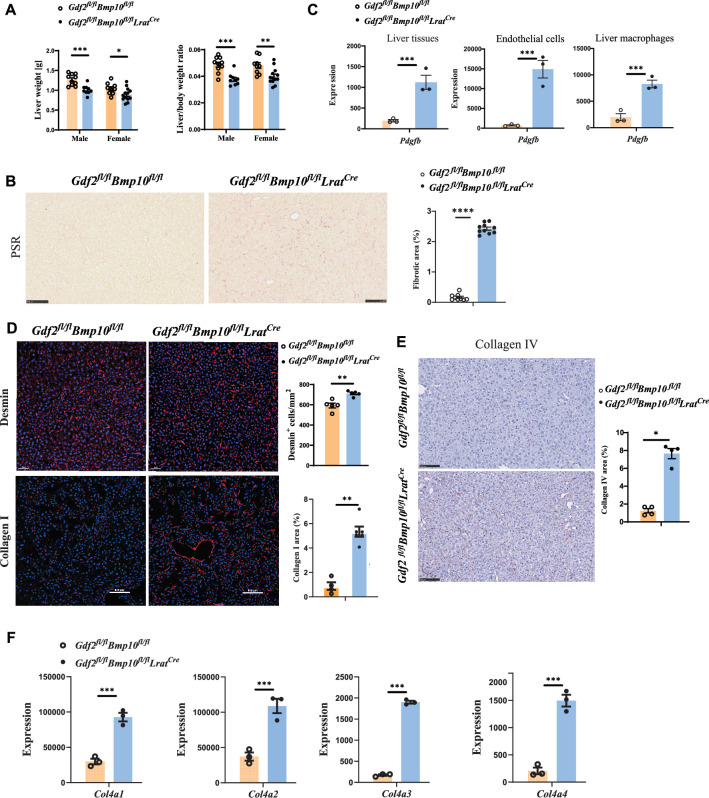
Liver fibrosis occurs in *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* mice. (**A**) Liver weight and liver to body weight ratio of *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* mice and their littermate controls at the age of 12 weeks. (**B**) Picrosirius red (PSR) staining of liver sections from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* mice and their controls at the age of 12 weeks (n=9–10/group). Scale bars: 100 μm. (**C**) Expression counts of *Pdgfb* gene in liver tissues (left), endothelial cells (middle), and liver macrophages (right) from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* mice and their control mice. ***p-adj<0.001. (**D**) Immunofluorescence images of Desmin and collagen I in liver sections in liver tissues from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* and control mice at the age of 12–28 weeks (n=4–6/group). Scale bars: 50μm (upper) and 100μm (lower). (**E**) Collagen IV immunohistochemistry staining of liver sections from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* mice and their controls at the age of 12 weeks (n=4–5/group). Scale bars: 100 μm. (**F**) Expression counts of indicated genes in endothelial cells from *Gdf2^fl/fl^Bmp10^fl/fl^Lrat^Cre^* and control mice. ***p-adj<0.001. Results represent the mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001, by Mann-Whitney test (**A, B, D, E**). Figure 5—source data 1.Numerical data of Figure 5A-F.

## Discussion

In this study, we demonstrated that HSCs convey GDF2 and BMP10 signals to KCs and ECs to maintain their identity. Loss of GDF2 and BMP10 in the liver microenvironment resulted in liver macrophage differentiation defects and a shift in hepatic EC differentiation toward continuous ECs and large arterial cells. Under this condition, physiological crosstalk between ECs and HCs was disrupted, which ultimately altered the whole liver microenvironment and resulted in liver dysfunction.

Recently, we and others have demonstrated that ALK1 is essential for KC differentiation, self-renewal, identity, and endocytic ability (Zhao et al., 2022; Guilliams et al., 2022). Here, we undertook systematic genetic manipulation to scrutinize the functional source of GDF2 and BMP10 in the liver. We found that instead of ECs, KCs, and HCs, HSCs are the predominant source of GDF2 and BMP10 critical for KC homeostasis. GDF2 is mainly expressed in the liver, whereas BMP10 is mostly expressed in the heart and weakly expressed in the liver. We found that BMP10 expression in the heart was not affected in *Gdf2/Bmp10*^HSC-KO^ mice, suggesting that the BMP10 signal needed for KCs and ECs was provided by the local liver rather than circulating BMP10 secreted by the heart. Indeed, ALK1 is weakly expressed in KCs and ECs, as the fluorescence signal emitted by KCs and LSECs from *Alk1^tdTomato^* reporter mice was weak when detected by flow cytometry, suggesting that the concentration of circulating BMP10 may not be enough to activate ALK1 signaling on hepatic ECs and KCs to maintain their phenotypes.

Recently, Schmid et al. used *Stab2^Cre^* mice to delete *Alk1* in liver sinusoidal ECs to model liver HHT (Schmid et al., 2023). They found that upon deletion of *Alk1*, liver sinusoidal ECs lost their identity and were transdifferentiated into large arterial cells. In addition, angiocrine Wnt signaling, such as Wnt2, Wnt9b, and Rspondin3, was impaired in *Alk1*-deficient liver sinusoidal ECs, leading to the disruption of liver metabolic zonation (Schmid et al., 2023). These phenomena were also observed in the *Gdf2/Bmp10*^HSC-KO^ mouse model. However, liver fibrosis observed in HHT patients did not occur in the livers of *Alk1^fl/fl^Stab2^Cre^* mice (Schmid et al., 2023). Indeed, our transcriptomic data showed that *Stab2* expression was significantly reduced in hepatic ECs of *Gdf2/Bmp10*^HSC-KO mice^, which was consistent with the data from *Gdf2* KO 129/Ola mice (Desroches-Castan et al., 2019), suggesting that ALK1 signaling regulated STAB2 expression. Thus, it is possible that heterozygosity for the *Alk1* deletion in ECs may result in reduced expression of STAB2, and the expression of Cre recombinase driven by the *Stab2* promoter accordingly decreases, so that the *Alk1*-floxed allele in ECs cannot be efficiently deleted by Cre-mediated cyclization, which may explain why liver fibrosis did not occur in *Alk1^fl/fl^Stab2^Cre^* mice. 

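The *Stab2* level was 2401, 2155 and 2462 CPM in control ECs and 952, 117 and 100.3 CPM in HSC-KO replicates 1, 2 and 3. Every HSC-KO library was below every control library, but replicate 1 lay closer to the controls than to replicate 2 or 3 on the log2 scale. Without replicate 1, *Stab2* was a DEG (BH-adjusted p = 4.7e-05 in edgeR's test), and without any other library it was not, with BH-adjusted p up to 0.16 in the same test.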

In view of liver fibrosis, *Gdf2/Bmp10*^HSC-KO^ mice may be a better mouse model to mimic the liver pathology observed in HHT patients (Desroches-Castan et al., 2019). In addition, the liver macrophage niche is composed of HCs, ECs, and HSCs (Bonnardel et al., 2019; Sakai et al., 2019). Thus, the altered phenotypes of HCs and ECs from *Gdf2/Bmp10*^HSC-KO^ mice may be another reason for the differentiation defect of liver macrophages observed in *Gdf2/Bmp10*^HSC-KO^ mice.

*Gata4*-deficient mice spontaneously develop liver fibrosis (Winkler et al., 2021). Single-cell RNA-seq analysis of healthy and cirrhotic human liver samples revealed that *Gata4* expression was also reduced in ECs from cirrhotic human liver samples (Gómez-Salinero et al., 2022), suggesting that reduced expression of *Gata4* may contribute to murine and human liver fibrosis. Given that GDF2 and BMP10 regulated the expression of *Gata4* in murine ECs, it is possible that the reduced expression of GATA4 may be due to low expression of GDF2 and BMP10 in liver cirrhosis. However, the expression of *Gdf2* and *Bmp10* was not detected by single-cell RNA-seq of either healthy or cirrhotic human livers (Ramachandran et al., 2019; Aizarani et al., 2019; MacParland et al., 2018; Lu et al., 2022) due to the low abundance of *Gdf2* and *Bmp10* mRNA in HSCs. Thus, the correlation between *Gdf2*/*Bmp10* expression and liver fibrosis needs further investigation.

Collectively, we demonstrated that GDF2 and BMP10 sourced from HSCs function on KCs and ECs to maintain their identity, which further directs HCs to wire metabolic function to meet the organ’s needs. Upon disruption of this crosstalk, liver dysfunction ensued. This work illustrates the complexity underlying the crosstalk between different liver cell types.

## Materials and methods

### Mice

*Gdf2^fll+^* (Stock No: T026617), *Bmp10^fll+^* (Stock No: T008480), *Tek^Cre^* (Stock No: T003764), *Lrat^Cre^* (Stock No: T006205), and H11 reporter mice (Stock No: T006163) were obtained from GemPharmatech (Nanjing, China). *Alk1^tdTomato^* mice that an expression cassette encoding tdTomato and a self-cleaving 2A peptide was inserted into the start codon of *Alk1* gene were prepared by MODEL ORGANISMS (Shanghai, China). *Alb^Cre^* mice (Stock No: 003574) and *Csf1r^Cre^* (Stock No: 029206) mice were obtained from Jackson Laboratory. *Smad4^fl/fl^* and *Rosa26^YFP^* mice were kindly provided by Dr. Xiao Yang (Beijing Institute of Lifeomics). *Alk1^fl/fl^* mice were kindly provided by Dr. Zhihong Xu (Fudan University, Shanghai). *Vav1^Cre^* mice were kindly provided by Dr. Bing Liu (Fifth Medical Center of Chinese PLA General Hospital). *Clec4f^Cre/DTR^* strain mice were established by Nanjing BioMedical Research Institute of Nanjing University (NBRI) using CRISPR/Cas9-mediated genome editing on a C57BL/6J background. Mice and their littermates were used between 8- and 16-week-old unless otherwise specifically indicated. All mice are C57BL/6J background and were maintained at the SPF facilities of the Beijing Institute of Lifeomics. All experimental procedures in mice were approved by the Institutional Animal Care and Use Committee at the Beijing Institute of Lifeomics (IACUC-20210528-18MBL).

### Liver cell suspension preparations, flow cytometry, and antibodies

Briefly, the liver was perfused with approximately 20 ml HBSS containing heparin and EDTA, followed by perfusion with digestion buffer containing collagenase type IV (Sigma) and DNase I (Sigma) for 5 min. The digested livers were then disrupted, and pipetted up and down, and the cell suspension was filtered through a 70 μm cell strainer. Parenchymal cells were separated from nonparenchymal cells by centrifugation at 50×*g* for 5 min for two times. ECs and liver macrophages were further enriched by iodixanol gradient (OptiPrep) as previously described (Ma et al., 2019).

Cells were first blocked by anti-CD16/CD32 antibody (2.4G2, TONBO Bioscience, 70-0161-U500) and then stained with other appropriate antibodies at 4°C for 20–30 min. 7AAD (559525, BD) was added to dead cell exclusion. Flow cytometry was conducted using an LSRII Fortessa (BD Biosciences). The acquired data were analyzed with FlowJo software (Tree Star). To sort cell, FACSAria III (BD Biosciences) was used. The following antibodies against mouse proteins were used: anti-CD45-AF700 (30-F11, BioLegend, 103128), anti-CD45-BV421 (30-F11, BioLegend, 103133), anti-Ly6C-PE-Cy7 (HK1.4, eBioscience, 25-5932-80), anti-Ly6G-BV421 (1A8-Ly6g, eBioscience, 48-9668-82), anti-CD115-BV605 (AFS98, BioLegend, 135517), anti-CD64-BV421 (x54-5/7.1, BioLegend, 139309), anti-F4/80-BV711 (BM8, BioLegend, 123147), anti-Tim4-PE (RMT4-54, BioLegend, 130006), anti-VSIG4-APC (NLA14, eBioscience, 17-5752-82), anti-CD31-FITC (390, BioLegend, 102414), anti-CD61-PE-Cy7 (2C9.G2, BioLegend, 104317), anti-CD11b-BV711 (M1/70, BioLegend, 101242), anti-CD11b-APC (M1/70, TONBO Bioscience, 20-0112-U100), anti-LYVE1-BV421 (ALY7, Invitrogen, 48-0443-82), anti-Treml4-PE (16E5, BioLegend, 143303), anti-CLEC2-PE (17D9/CLEC-2, BioLegend, 146104), anti-CLEC2-FITC (17D9, Invitrogen, MA5-28218), anti-CD117-APC (2B8, BioLegend, 105812), anti-CD206-PE (C068C2, BioLegend, 141705), anti-c-Maf-BV421 (sym0F1, Invitrogen, 48-9855-42), CD32b-APC (AT130-2, Invitrogen, 17-0321-82). The gating strategies for KCs, ECs, HSCs, and HCs were shown in Figure 1—figure supplement 1.

### Quantitative real-time PCR

Total RNA was isolated with Trizol (Thermo) and cDNA was synthesized with Prime Script RT Reagent Kit (Takara). Quantitative PCR was performed with a SYBR Green PCR kit (Toyobo, Japan) in CFX Connect Real-time PCR detection system (Bio-Rad). The specific qPCR primers used are listed in Supplementary file 2.

### RNA-seq analysis

Total RNA of ECs and liver macrophages was isolated with RNeasy plus Mini Kit (QIAGEN). Total RNA of the liver tissues was extracted with Trizol (Thermo). Library preparation was performed with Ultra RNA Library Prep Kit (Illumina) followed by RNA-seq using NovaSeq 6000 (Illumina). All samples passed quality control based on the results of FastQC. Reads were aligned to the mouse genome assembly mm10.GRCm38 using HISAT2. The aligned reads were counted using FeatureCounts. DEGs were determined with DESeq2 program at p-adj (adjusted p-value)<0.05 and logFC (log fold change)>1 or logFC where indicated. All RNA-seq experiments were performed with three independent biological replicates. The heatmap and volcano maps of DEGs were visualized using the ‘ggplot2’ and ‘pheatmap’ R package.

### Immunohistochemistry and immunofluorescence

For immunohistochemistry, the livers were fixed in 4% PFA for 12 hr, and then was dehydrated with gradient ethanol and embedded in paraffin. Sections (4 μm) were cut on a Finesse 325 (Thermo Scientific) and adhered to adhesion microscope slides. The paraffin sections were dewaxed and hydrated with xylene and gradient ethanol, and then boiled with antigen retrieval solution to repair antigen. Endogenous peroxidase was blocked with 0.3% hydrogen peroxide for 30 min. Paraffin sections were blocked with phosphate-buffered saline (PBS) containing 3% horse serum for 1 hr, and incubated with avidin and biotin for 15 min, followed by staining with anti-collagen IV antibody (ab19808, Abcam) overnight at 4°C. Sections were incubated with secondary antibody, ABC reagent, and NovaRed peroxidase substrate of Vector-kit (Vector Laboratories) following with the manufacturer’s instruction. Images were acquired on a C10730-12 NanoZoomer with a ×20/NA 0.75 objective lens.

For immunofluorescence, the fixed livers were dehydrated in PBS solutions containing 15% and 30% sucrose for 12 hr, and embedded in OCT compound (Sakura Finetek). The samples were cut into 20 µm slices using the Cryotome FSE (Thermo Scientific) and then attached to adhesion microscope slides. Frozen liver sections were then blocked for 2 hr with 1% bovine serum albumin, 0.3 M glycine, and 10% donkey or goat serum before being stained overnight at 4°C with primary antibodies diluted in PBS with 0.2% Tween, secondary antibodies, and Hoechst for 2 hr at room temperature. Sections were mounted with Fluoromount G (YEASEN) and images were acquired on a Nikon A1R plus N-STORM confocal microscope with a ×10/0.45 PLANAPO, ×20/0.75 PLANAPO, or ×40/0.75 PLANFLUOR objective lens. Laser excitation wavelengths of 405 nm, 488 nm, 561 nm, and 647 nm channels were used for sample fluorescence detection. The following antibodies were used: anti-F4/80 (BM8, BioLegend, 123101), anti-CD64 (x54-5/7.1, BioLegend, 139301), anti-E-Cadherin-AF647 (DECMA-1, BioLegend, 147307), anti-CD34 (AM34, Invitrogen, 14-0341-82), anti-Glutamine Synthetase (ab49873, Abcam), anti-Desmin (ab15200, Abcam), anti-type I collagen (ab21286, Abcam), anti-EMCN (eBioV.7C7 (V.7C7), eBioscience, 14-5851-81), anti-LYVE1 (AF2125-SP, R&D Systems), and anti-Clec4F (AF2784, R&D Systems). Fluorescent-conjugated secondary antibodies were purchased from Jackson ImmunoResearch Laboratories, Abcam, and Invitrogen, as donkey anti-rabbit AF594 (711-585-152, Jackson), donkey anti-rat AF488 (ab150153, Abcam), donkey anti-rat AF594 (A21209, Invitrogen), donkey anti-sheep AF647 (A21448, Invitrogen), and donkey anti-goat FITC (A11055, Invitrogen).

Hematoxylin and eosin, PSR, Nile red, and Prussian blue were performed according to standard protocols.

### Image processing and analysis

Quantitative analyses of all images were measured using the Fiji package for ImageJ software (NIH) and the Imaris (Oxford Instruments). For coverage measurements of KCs and HSCs, surface modules in Imaris were used to create CD64 and F4/80 biomarkers. A threshold was determined by the algorithm for background subtraction and manually set to match the cell signals. The number of cells per unit area was accessed by parameters in Imaris. IHC and PSR staining can be assessed by color deconvolution and the thresholding tool in ImageJ.

### Statistics

Data are presented as mean ± s.e.m. All statistics analyses were performed in GraphPad Prism (GraphPad Software). Statistical significance was assessed by the Mann-Whitney test. *p<0.05; **p<0.01; ***p<0.001; ns, not significant. Each symbol represents an individual mouse. Number of animals is indicated as ‘n’.

## Data Availability

The raw RNA-seq data generated from this study have been deposited in NCBI's Gene Expression Omnibus (GEO) under accession number GSE244429. The following dataset was generated: ZhaoD TangL WangH 2023BMP9 and BMP10 coordinate liver cellular crosstalk to maintain liver healthNCBI Gene Expression OmnibusGSE24442910.7554/eLife.95811PMC1150967039453386

# Supplementary material for: GDF2 and BMP10 coordinate liver cellular crosstalk to maintain liver health
**Source:** eLife. 2024 Oct 25;13:RP95811. doi: 10.7554/eLife.95811
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | MATERIAL AND METHODS |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary Information |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | MATERIAL AND METHODS, Figure legend |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | MATERIAL AND METHODS |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Figure legend |  |
| Randomisation | Animals were randomized for each experiments |  |
| Blinding | Not done |  |
| Inclusion/exclusion criteria | Not done |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | MATERIAL AND METHODS, figure legend |  |
| Define whether data describe technical or biological replicates. | MATERIAL AND METHODS, figure legend |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | MATERIAL AND METHODS |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | MATERIAL AND METHODS, figure legend |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | In Data Availability Statement section |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | In Data Availability Statement section |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | MATERIAL AND METHODS |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | MATERIAL AND METHODS |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

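RNA-seq counts of 24 mouse libraries, 3 per group, were analysed in 4 comparisons. Liver macrophages of *Gdf2/Bmp10* HSC-KO mice were compared with those of control mice, liver macrophages of *Smad4 fl/flVav1 Cre* mice with those of their own controls, hepatic ECs of *Gdf2/Bmp10* HSC-KO mice with control ECs, and livers of *Gdf2/Bmp10* HSC-KO mice with control livers. The macrophages were sorted as CD45+Ly6C-F4/80+CD64+ cells and the ECs as CD45-CD31+ cells. Each library was assigned to its group from the sample labels, and no library was assigned from its values. 3 EC libraries share the first part of their sample code with a macrophage library and may come from the same mice, which the labels do not state.

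The authors aligned the reads to mm10 (GRCm38) with HISAT2, counted them per gene with FeatureCounts and deposited the whole-number counts in 4 tables without normalization. The versions, the annotation release, the use of the strand and the handling of reads with several matches are not given in the paper's text. Each table has 48820 entries named by gene symbol, and every entry names a gene. 483 entries share 237 symbols, and these were kept apart as separate genes. 27 entries carry dates in place of gene symbols, as a spreadsheet program writes them, and were kept under those names. Coordinates, strands and exon overlaps were taken from GENCODE vM21 for GRCm38, in which 46370 of the 48574 symbols (95.5%) were found; whether this is the release the authors used is not known. The values in the paper's source data for Figures 2D, 3C, 5C and 5F were compared with the deposited counts, and all 72 were equal.

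In R 4.3.3, the genes of each comparison were filtered with filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total 15), scaled with TMM factors and compared between the groups with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, with limma 3.58.1), using only the 6 libraries of that comparison and no covariate. A DEG had a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The difference between the fold changes of *Gdf2/Bmp10* HSC-KO mice and *Smad4 fl/flVav1 Cre* mice was tested over 12 macrophage libraries as an interaction with the same test and thresholds, and the difference between macrophages and ECs of *Gdf2/Bmp10* HSC-KO mice in the same way. CPM values are counts scaled to the library size with the TMM factors, given as mean ± SD. The PCA used the blind variance stabilizing transformation of DESeq2 1.42.0 and the 500 most variable genes. Python 3.11.15 was used for the annotation, the comparison with the paper's values and the figures.

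Depth was given as the total count of each library and the number of genes with a count. A gene with at most 3 counts in every library of a group was treated as not detectable there, and its fold change was computed as a bound against 3 counts. Such limits cover counting error only, since the reads carry no molecular identifiers that the counts reflect. A permutation of 3 against 3 libraries cannot give an exact p below 0.1, so p values were taken only from models over all genes. The fits were tested on simulated counts with 200 changed genes per comparison. On these, edgeR's quasi-likelihood test called 84 to 88.5% of them and 6 to 15 unchanged genes, and DESeq2 called 93.5 to 95.5% and 45 to 62. For the interaction, 69.5% of the changed and 5 of the unchanged genes were called.

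Before the data were examined, the comparisons, tests, thresholds, alternatives, gene lists and the rule for the genes named in the text were set. The alternatives were DESeq2's Wald test, edgeR with DESeq2's size factors or with library size alone, all genes with at least 1 count, only genes with at least 10 counts in every library, a test against a log2 fold change of 1 (glmTreat), each library left out in turn, the replicate number as a block, and *Xist* as a covariate where its log2 CPM differed by more than 4 between libraries. For the macrophages, fits over all 12 libraries and fits without genes over 20 times higher in ECs or livers were added. For the PCA, log2 CPM with a prior count of 2 and all genes past the filter were tried. A fit without genes whose exons overlap those of another gene on the same strand was chosen after seeing the data.

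The genes named in the text are those that the paper names in its text, its RNA-seq panels or Supplementary file 1, the deleted genes *Gdf2*, *Bmp10* and *Smad4*, and in each comparison the 5 DEGs with the largest rise and the 5 with the largest fall among those with a mean log2 CPM of at least 3 and no overlap between the groups. Genes of the other lists are named in the closing section and where they limit a result, and a gene outside the rule is named with the remark that it was chosen after its values were seen. The lists shown by the paper were the KC signature, the sinusoidal, continuous, arterial and angiocrine EC genes, the pericentral genes and the transcription factors. The other lists held pan-endothelial, abundant sinusoidal, HSC, fibrosis, abundant hepatocyte, periportal, further pericentral, iron and BMP response, sex-linked, male-biased and female-biased liver, monocyte, neutrophil, B cell, T and NK cell and dendritic cell genes, and a list of abundant macrophage genes and further lists of T and NK cell and of interferon-response genes were added after results were seen. The share of EC, hepatocyte or periportal transcripts in a macrophage library was the median, over marker genes stable in the source, of the ratio of the level in that library to the level in the source libraries. From the shares, the level that these cells could supply was computed for each gene and divided by the fall or by the level observed. The paper's experiments other than RNA-seq, and reads and exon-level counts, were not analysed here.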

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

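The tests of the 29 transcription factors against EC and abundant hepatocyte transcripts, of sex in the livers and of the other splits of the libraries were chosen before the results they concern were seen, and all other tests in this part after them.

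A difference between the 2 macrophage experiments marked 473 genes, whose log2 fold changes in *Gdf2/Bmp10* HSC-KO mice and in *Smad4 fl/flVav1 Cre* mice differed in edgeR's quasi-likelihood test, 258 with a higher and 215 with a lower value in *Gdf2/Bmp10* HSC-KO mice. Of 100 splits of each experiment's libraries into groups of the same sizes, 4 gave as many genes, the real one included, and these 4 all kept the libraries of the HSC-KO experiment as labelled, the other 3 with other groups of the *Smad4* libraries. The largest number among the other splits was 1370, and since splits that keep the HSC-KO groups also keep the whole change in *Gdf2/Bmp10* HSC-KO mice, this count does not decide on chance. A lower share of EC transcripts in HSC-KO macrophages was tested on the 202 genes that fell more in *Gdf2/Bmp10* HSC-KO mice, and EC transcripts could supply less than 50% of the fall for 201 of them. The reverse, EC transcripts in the *Smad4* cKO libraries that hide a fall there, left 161 of the 202 genes with less than 50% of their cKO level supplied, while for the other 41 it stays open. The mean share of EC transcripts was 8.55% in the cKO libraries and 7.12% in their controls. The *Smad4* libraries all came from male mice and the HSC-KO experiment held both sexes, and with *Xist* as a covariate 1594 of the 1904 DEGs in macrophages of *Gdf2/Bmp10* HSC-KO mice were called again. Sex was not tested as a cause of the difference between the experiments, and the deletion of different genes in different cells stays open as a biological explanation. In fits that left out 1 library, there were 233 genes without *Smad4* control replicate 3, 267 without *Smad4* control replicate 2, 276 without *Smad4* cKO replicate 1, 301 without HSC-KO replicate 1 and 312 without HSC-KO replicate 2.

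Among the 29 transcription factors of Supplementary file 1, the same test of the difference marked 6, *Erg*, *Hic1*, *Six5*, *Smad6*, *Tcf7l1* and *Tcf7l2*. Fewer EC transcripts in HSC-KO macrophages, where the median over the pan-endothelial list was -2.17, could supply less than 50% of the fall for 26 of the 28 factors tested, all but *Gata4* and *Meis2*. Fewer hepatocyte transcripts, by the abundant hepatocyte genes with a median of -0.82, could supply less than 50% for 25 factors. By the periportal genes, with a median of -2.39, the number was 25, all but *Hnf4a*, *Nr1i3* and *Tbx3*. For 23 factors neither EC nor periportal transcripts reached 50%. In the *Smad4* cKO libraries, by contrast, EC transcripts could supply at least 50% of the level of 14 of the 28 factors, *Erg*, *Six5*, *Smad6* and *Tcf7l1* among them, so that a fall of these factors in *Smad4* cKO macrophages may be hidden. For the other 14, with *Hic1*, *Rxra* and *Tcf7l2* among them, they could not. A different regulation of *Hic1* and *Tcf7l2* in the 2 models is a hypothesis that these tables leave open, found and tested on the same libraries.

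*Treml4* fell in *Gdf2/Bmp10* HSC-KO mice (log2 fold change -2.01, standard error 0.31) and not in *Smad4 fl/flVav1 Cre* mice (0.18, standard error 0.17), a difference of -2.14 (BH-adjusted p = 0.014 in edgeR's quasi-likelihood test). Against a log2 difference of 1 it was not past the threshold (BH-adjusted p = 0.13 in edgeR's glmTreat test; range over the alternatives 3.3e-06 to 0.13). *Clec1b*, which encodes CLEC2, fell in both, from 643 ± 27.7 to 17.5 ± 10.4 CPM in *Gdf2/Bmp10* HSC-KO mice and from 932 ± 228 to 168 ± 38.6 CPM in *Smad4 fl/flVav1 Cre* mice (SD, n = 3 per group), a log2 difference of -2.68 (BH-adjusted p = 0.015 in edgeR's quasi-likelihood test). The exons of *Clec1b* overlap those of *Clec9a* on the same strand, and its reads may be shared between them. The paper reports both proteins by flow cytometry in Fig. 2F. EC transcripts could supply 0.0054% of the *Treml4* level in the *Smad4* cKO libraries and 14.7% of that of *Clec1b*, and the test over all 202 genes that fell more in *Gdf2/Bmp10* HSC-KO mice left 161 under 50%. With *Xist* as a covariate the log2 fold change of *Treml4* in *Gdf2/Bmp10* HSC-KO mice was -2.11, and a different degree of the monocyte to KC transition stays open and was not tested.

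A test of the difference between cell types marked the interferon-response genes *Irf7*, *Rsad2*, *Oasl1* and *Helz2*, which were chosen after their values were seen. They were lower in macrophages and higher in ECs of *Gdf2/Bmp10* HSC-KO mice, with log2 differences of -3.95, -4.12, -2.96 and -5.83 (BH-adjusted p = 4.7e-05, 4.5e-05, 4.8e-05 and 3.9e-06 in edgeR's quasi-likelihood test). *Irf7* went from 1908 to 648 CPM in macrophages and from 118 to 621 CPM in ECs. More macrophage transcripts in the sorted ECs of *Gdf2/Bmp10* HSC-KO mice would raise abundant macrophage genes there, but the median log2 fold change of 10 such genes in ECs was -2.64, from a median of 7.02 to 0.811 CPM. None of these 10 genes is in another list. In *Gdf2/Bmp10* HSC-KO mice, the highest EC level among them was 6.51% of the macrophage level. The 4 interferon-response genes are all in the KC signature that the paper shows as lower in macrophages of both models, so the fall in macrophages was known when they were chosen. Over 18 further interferon-response genes, chosen without their values, 17 were tested in ECs and 17 of these were higher in *Gdf2/Bmp10* HSC-KO mice, with a median log2 fold change of 0.98 and 7 DEGs. An infection of single mice would leave the other HSC-KO ECs at the control level, but for 16 of the 17 genes every HSC-KO EC library was above every control library. Chance gives groups without overlap, in either direction, for 10% of genes, and 40.4% of all genes tested in ECs had such groups. Genes of a shared response are also not independent of each other. In macrophages the further genes went both ways, 11 lower and 7 higher with a median of -0.090, and 7 had every HSC-KO library below every control library and 5 above, so they do not decide on an infection of single mice there. A response that differs between the cell types stays open as a biological explanation.

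The same test marked *Id1* and *Id3*, whose fold changes in macrophages and ECs of *Gdf2/Bmp10* HSC-KO mice differed by -7.72 and -7.36 on the log2 scale (BH-adjusted p = 0.00013 and 0.00012 in edgeR's quasi-likelihood test). In ECs, *Id1* was at 27.8 CPM in control and 31.2 CPM in HSC-KO libraries (log2 fold change 0.17, standard error 0.27), and without EC HSC-KO replicate 1 the value was -0.086. *Id3* was at 1351 and 744 CPM (log2 fold change -0.87, standard error 0.39). Macrophage and liver transcripts in the sorted ECs could supply at most 0.0195% of the *Id1* or *Id3* level in HSC-KO ECs. This argues against a fall hidden by transcripts of these sources. A share of HSC transcripts was not computed, so a fall hidden by them was not tested. Other ligands or pathways that keep these genes on in ECs stay open and were not tested.

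In genes that the paper does not discuss, the T and NK cell list rose in macrophages of *Gdf2/Bmp10* HSC-KO mice, with a median log2 fold change of 2.89, and 4 of its 6 genes were DEGs. T and NK cells in the sorted macrophages of *Gdf2/Bmp10* HSC-KO mice would also raise transcripts outside this list, and 17 of 18 further T and NK cell genes were higher, with a median log2 fold change of 3.13 and 11 DEGs with a higher level, while *Klrk1*, named after its values were seen, was a DEG with a lower level. The most abundant of the 6 genes were *Ccl5*, from 21.5 to 120.2 CPM, and *Nkg7*, from 5.43 to 53.4 CPM. All 6 genes also had counts in control macrophages, and none is in another list. The B cell genes went both ways, with a median of -0.52 over 3 lower and 2 higher genes, and the most abundant, *Cd79b*, also named after its values were seen, was a DEG that rose from 73.9 to 175 CPM (log2 fold change 1.24, standard error 0.21, BH-adjusted p = 0.0067 in edgeR's quasi-likelihood test). In livers of *Gdf2/Bmp10* HSC-KO mice all 6 T and NK cell genes had negative log2 fold changes, with a median of -1.10, so the livers show no rise in these cells. A few T and NK cells in the sorted HSC-KO macrophages are a candidate explanation, and expression of these genes in the macrophages themselves stays open.

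Liver HSC-KO replicate 3 had 8818 counts of Y-linked genes (123 CPM) where the other 5 liver libraries had 0, a signal in genes that the paper does not discuss. It was the only male among female livers, and the median level was 229.8 CPM over the male-biased and 0.467 CPM over the female-biased liver genes. The log2 fold changes between the groups had a median of 3.32 over the male-biased and -0.78 over the female-biased genes. Sex as the cause of the DEGs was tested with *Xist* as a covariate, under which 351 of the 425 DEGs were called again among 475. Without this library there were 451 DEGs, 340 of them called with it too. Sex may therefore contribute to single genes, but these values argue against it as the source of most liver DEGs. A wrong group label of this liver is argued against by *Gdf2* at 2.63 CPM and *Bmp10* at 0.111 CPM, 28.3% and 5.61% of the lowest control liver.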

How the results depend on the processing

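The fit without overlapping genes was chosen after the results were seen. The numbers of DEGs in HSC-KO macrophages and in ECs stayed within 1.5 times their value in every alternative other than the test against a log2 fold change of 1. The KC signature in both macrophage comparisons and the continuous and angiocrine lists did so in every alternative. For the other results, the cause of the changes below was not tested, except that the test against a log2 fold change of 1 is stricter by construction.

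Against a log2 fold change of 1 (glmTreat), 906 genes were DEGs in macrophages of *Gdf2/Bmp10* HSC-KO mice, 315 in those of *Smad4 fl/flVav1 Cre* mice, 1096 in ECs and 142 in livers. The difference between the macrophage experiments was called for 105 genes. 221 DEGs were shared, and 646 DEGs of *Gdf2/Bmp10* HSC-KO mice were not. 13 transcription factors were lower in *Gdf2/Bmp10* HSC-KO mice only, and 19 sinusoidal, 15 arterial and 5 pericentral genes were called. DESeq2 called 814 genes in livers and 1108 in the test of the difference between the macrophage experiments. On simulated counts DESeq2 also called more unchanged genes than edgeR's quasi-likelihood test, from 45 to 62 against 6 to 15.

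In the fits that each left out 1 library, the number of DEGs was 1399 to 1985 in macrophages of *Gdf2/Bmp10* HSC-KO mice, 566 to 909 in those of *Smad4 fl/flVav1 Cre* mice, 1664 to 2496 in ECs and 188 to 451 in livers. The low values came without *Smad4* control replicate 3 (566) and *Smad4* cKO replicate 1 (624), and without liver control replicates 1, 2 and 3 (266, 188 and 193) and liver HSC-KO replicate 1 (191). The difference between the macrophage experiments was called for 233 to 556 genes, 424 to 574 DEGs were shared, and 16 to 22 transcription factors were lower in *Gdf2/Bmp10* HSC-KO mice only. Of the lists, 26 to 27 KC signature genes were DEGs in *Gdf2/Bmp10* HSC-KO mice and 24 to 26 in *Smad4 fl/flVav1 Cre* mice, 24 to 35 sinusoidal, 8 to 9 continuous, 20 to 23 arterial and 6 to 9 pericentral genes, and the 5 angiocrine genes in each fit. A pericentral count of 6 came without liver control replicate 1, 2 or 3 or HSC-KO replicate 1. PC1 held 84.7 to 87.3% of the variance in macrophages of *Gdf2/Bmp10* HSC-KO mice, 70.5 to 77.9% in those of *Smad4 fl/flVav1 Cre* mice, 85.05 to 89.1% in ECs and 51.3 to 71.4% in livers. 1166, 489, 1379 and 141 DEGs of these comparisons were called in every such fit.

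With log2 CPM in the PCA, PC1 held 74.8, 57.4 and 81.8% in macrophages of *Gdf2/Bmp10* HSC-KO mice, macrophages of *Smad4 fl/flVav1 Cre* mice and ECs, and with all genes past the filter 72.6, 54.3 and 75.3%, and 43.9% in livers.

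With library size alone in place of the TMM factors, the median log2 fold change of all genes was 0.13 in macrophages of *Gdf2/Bmp10* HSC-KO mice, 0.19 in those of *Smad4 fl/flVav1 Cre* mice, 0.30 in ECs and -0.12 in livers. 62.4% of the DEGs in *Smad4 fl/flVav1 Cre* mice and 72.5% in ECs were then higher, against 50.9 and 56.1% with TMM.

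The replicate numbers did not pair the libraries, since the correlations of same-numbered deviations lay between -0.107 and 0.162 and were not all above 0.1 in any comparison. The fit with a replicate block gave 1599, 716, 2054 and 271 DEGs in macrophages of *Gdf2/Bmp10* HSC-KO mice, macrophages of *Smad4 fl/flVav1 Cre* mice, ECs and livers, and 321 genes in the test of the difference. With *Xist* as a covariate, 1791, 2203 and 475 genes were DEGs in macrophages of *Gdf2/Bmp10* HSC-KO mice, ECs and livers, and this fit was not run for *Smad4 fl/flVav1 Cre* mice, whose libraries differed in *Xist* by only 1.39 on the log2 scale. Without the 1356 and 1132 genes far higher in ECs or livers, 1822 and 973 genes were DEGs in the macrophages of *Gdf2/Bmp10* HSC-KO mice and *Smad4 fl/flVav1 Cre* mice, and with all 12 macrophage libraries in the fit 2453 and 901. Without overlapping genes there were 1783, 897, 2112 and 418 DEGs, and 460 genes in the test of the difference.

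Of the 134 log2 fold changes of single genes named in the text, all but 33 kept their direction and side of the thresholds in every alternative. Over the 2134 values under alternatives, 2036 were unchanged in this sense, 76 were no longer past the thresholds, 18 newly passed them and 4 changed sign. Of the calls lost, 47 were in fits that left out 1 library and 21 in the test against a log2 fold change of 1. The signs changed for *Id1* in ECs without EC HSC-KO replicate 1, with a log2 fold change of -0.086, and for *Hamp* in livers without liver control replicate 1 (0.089), without liver HSC-KO replicate 3 (0.11) and with *Xist* as a covariate (0.060). Over all fits that left out 1 library, the log2 fold change ranged from -0.086 to 0.46 for *Id1* and from -0.66 to 0.11 for *Hamp*. Neither gene was called in its comparison, with log2 fold changes of 0.17 and -0.31 and standard errors of 0.27 and 0.55 in the fits reported. DESeq2 gave no adjusted p for *Stab2* and *Fcgr2b* in ECs, and 99 of the 134 gene results remained with at least 10 counts in every library.

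The depth limited the fold changes of genes near the limit of detection. 155, 40, 205 and 28 DEGs in macrophages of *Gdf2/Bmp10* HSC-KO mice, macrophages of *Smad4 fl/flVav1 Cre* mice, ECs and livers were at or below 3 counts in every library of a group, and 21, 6, 8 and 2 share their symbol with another entry.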

Differences from the paper's values

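Of 39 values of the paper's text, source data and figures that were also computed, none differed by more than 1.5 times, and the log2 fold changes given here are followed by BH-adjusted p from edgeR's quasi-likelihood test. The values from the source data are mean counts, and all 72 counts behind them equal the deposited ones, so these means could not differ. The numbers of DEGs were lower than the paper's 2424 in macrophages of *Gdf2/Bmp10* HSC-KO mice, 1340 in those of *Smad4 fl/flVav1 Cre* mice and 2692 in ECs, at 1904, 951 and 2198. With DESeq2, the tool that the paper names, they were 2486, 1326 and 2705, 1682 DEGs were not shared against the paper's 1659, and 27 transcription factors were lower in *Gdf2/Bmp10* HSC-KO mice only. With all 12 macrophage libraries in the fit, 2453 genes were DEGs in macrophages of *Gdf2/Bmp10* HSC-KO mice and 27 factors were lower only there.

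The paper states that *Stab2* and *Fcgr2b* were lower in ECs of *Gdf2/Bmp10* HSC-KO mice with significance, and the fall of *Stab2* (-2.58, 0.071) and *Fcgr2b* (-3.62, 0.056) was not past the threshold here. Both were called without EC HSC-KO replicate 1 and with a replicate block, *Fcgr2b* also over the genes with at least 10 counts in every library, and DESeq2 gave an adjusted p for neither. For the protein, the paper reports less CD32b, which *Fcgr2b* encodes, by flow cytometry. In livers of *Gdf2/Bmp10* HSC-KO mice, *Stab2* was a DEG (-3.30, 0.00035). Of the other sinusoidal genes shown as lower, *Dnase1l3* (-3.41, 0.12), *Adam23* (-4.65, 0.080), *Apoe* (-2.21, 0.061) and *Hpgd* (-3.73, 0.053) were not called. All of them were called without EC HSC-KO replicate 1, *Dnase1l3*, *Adam23* and *Apoe* with DESeq2, *Adam23*, *Apoe* and *Hpgd* with a replicate block, *Apoe* without EC control replicate 2, and *Hpgd* over the genes with at least 10 counts in every library and, in a setting chosen after seeing the values, without overlapping genes.

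Of the continuous and arterial genes shown as higher, *Cxcr4* (4.44, 0.054), *Gja5* (1.75, 0.11) and *Ier2* (1.45, 0.090) were not called. *Cxcr4* was called with DESeq2, with library size alone, without EC control replicate 2, with a replicate block and, in a setting chosen after seeing the values, without overlapping genes. *Gja5* was called without EC HSC-KO replicate 3, and *Ier2* with library size alone. *Slc40a1*, shown as lower in *Smad4 fl/flVav1 Cre* mice, fell by less than the threshold of 1 (-0.66, 0.013), and no setting called it.

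The paper lists transcription factors as lower in macrophages of *Gdf2/Bmp10* HSC-KO mice and not of *Smad4 fl/flVav1 Cre* mice, of which *Foxa3* (-3.67, 0.12), *Gata4* (-3.55, 0.096), *Hoxb5* (-3.34, 0.083), *Meis2* (-3.16, 0.12), *Purg* (-1.13, 0.062) and *Zfp507* (-3.55, 0.065) were not called, and *Esrrb* did not pass the expression filter. DESeq2 called *Esrrb*, *Foxa3*, *Hoxb5*, *Purg* and *Zfp507*, and the fit over all 12 macrophage libraries called *Esrrb*, *Gata4*, *Hoxb5*, *Meis2*, *Purg* and *Zfp507*. *Purg* and *Zfp507* were also called without genes of other cell types. Single libraries left out brought calls of *Esrrb* (macrophage control replicate 1), *Purg* (macrophage control replicate 3), *Foxa3* (HSC-KO replicate 1), *Zfp507* (HSC-KO replicate 2), and *Gata4* and *Meis2* (HSC-KO replicate 3). A test of the difference between the 2 models, which the paper does not report, called 6 of the 29 factors and not *Rxra* (-0.97, 0.045). *Rxra* was called in that test with DESeq2, with DESeq2's size factors, with library size alone and without macrophage control replicate 3, HSC-KO replicate 3 or *Smad4* cKO replicate 2.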

Other observations

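The tests of the splits of the libraries were chosen before their results were seen, and the other tests in this part after them.

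Some genes had hardly any counts in 1 library of a group and high counts in another. 125 genes outside the lists of sex-linked and sex-biased genes switched in this way in at least 1 group, by at least 50-fold from at least 5 CPM, *Adnp*, *Kctd12* and *Pygo2* among them, the last chosen after its values were seen. *Pygo2* had 12 counts in macrophage HSC-KO replicate 2 and 2656 in replicate 1. 48 of the genes (38.4%) have exons that overlap those of another gene on the same strand, against 8.91 to 9.06% of all expressed genes. Reads counted on one or the other of 2 overlapping genes are a candidate explanation for this part, since in 70 of 89 cases the counts summed over the overlapping genes differed by less than 4-fold. For *Adnp* and *Gm20716* in macrophages of *Gdf2/Bmp10* HSC-KO mice, the sum changed by 0.21 on the log2 scale. The other 77 genes have no such overlap in GENCODE vM21. This argues against a same-strand overlap in that release, while overlaps on the opposite strand or in another release were not tested for these genes. 29 of these switched between the HSC-KO livers, of which replicate 3 alone was male, and this liver was outside the range of the 5 female livers for 28 of them, above it for 14 and below it for 14. Sex is therefore a candidate explanation for this part, with other differences of this mouse open, and for the remaining 49 genes without an overlap no biological explanation was tested. 131, 67, 136 and 20 DEGs in macrophages of *Gdf2/Bmp10* HSC-KO mice, macrophages of *Smad4 fl/flVav1 Cre* mice, ECs and livers overlap another gene in this way.

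On PC1, EC HSC-KO replicate 1 lay between the controls and the other HSC-KO ECs, with a higher level than both for 32 of 35 sinusoidal genes. Unaffected ECs mixed into this library would keep all of these transcripts at the same percentage of the control level. The percentage kept above replicates 2 and 3 had a median of 16.7 and reached 48.5, while 5 of the sinusoidal genes, *Clec4g*, *Aass*, *Mt2*, *Kit* and *Mylip*, kept under 2%, which argues against such a mixture as the only cause. Macrophage HSC-KO replicate 3, whose sample code begins alike, may come from the same mouse. In it, 22 of the 27 KC signature genes were highest among the HSC-KO macrophages. A weaker effect in this mouse is a hypothesis that these values leave open, as is the shared mouse itself. Unaffected KCs mixed into macrophage HSC-KO replicate 3 would keep all KC genes at the percentage of the abundant *Clec4f* and *Cd5l*, 0.0924 and 0.683%, but 13 of the 27 KC genes were kept at more than 1%. *Gdf2* had 0, 5 and 0 counts in EC HSC-KO replicates 1, 2 and 3 and 7, 0 and 12 in macrophage HSC-KO replicates 1, 2 and 3, which at this depth does not set this mouse apart.

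Of the 10 splits of the 6 libraries of each comparison into groups of 3, 1 gave as many DEGs, the real one, in macrophages of *Gdf2/Bmp10* HSC-KO mice, macrophages of *Smad4 fl/flVav1 Cre* mice, ECs and livers alike. The largest number among the other splits was 2, 0, 1 and 0. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count alone. No 2 libraries of a group were copies, since the chi-square per degree of freedom between them was at least 84.5.

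In livers of *Gdf2/Bmp10* HSC-KO mice, the periportal list had a median log2 fold change of 0.98 with 1 DEG, the further pericentral list -2.16 with 7 DEGs and the abundant hepatocyte list 0.21. The sinusoidal list fell in livers too, with a median of -1.59 and 23 DEGs. The abundant sinusoidal genes had a median of -5.09 with 6 DEGs, and the continuous list 3.24 with 6 DEGs. The arterial list went both ways in livers, with a median of 0.28, 17 genes higher and 11 lower, and 7 DEGs with a higher level. The fibrosis list had a median of 0.35, with *Mmp2* as a DEG with a higher and *Spp1* as a DEG with a lower level, and *Col1a1* was not called (log2 fold change 0.93, standard error 0.31, BH-adjusted p = 0.23 in edgeR's quasi-likelihood test). The HSC list had a median of 0.56, and 8 of its 11 genes were higher. The iron and BMP response list had a median of 0.0083, with 8 genes lower and 9 higher, its 2 DEGs, *Smad6* and *Bmp6*, the latter named after its values were seen, had a lower level, and *Hamp* was not called (log2 fold change -0.31, standard error 0.55, BH-adjusted p = 0.90 in edgeR's quasi-likelihood test). The neutrophil, B cell and dendritic cell lists had medians of -1.82, -1.68 and -1.03.

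In macrophages of *Gdf2/Bmp10* HSC-KO mice, the monocyte list, 4 of whose genes the paper names, had a median log2 fold change of 3.29 with 6 DEGs higher and 1 lower, the dendritic cell list 2.18 and the neutrophil list -2.20. In macrophages of *Smad4 fl/flVav1 Cre* mice the monocyte list had a median of 0.18 and the T and NK cell list of 0.37. The monocyte list nevertheless held 2 DEGs with a higher level there and 0 with a lower level. *Cx3cr1*, with a log2 fold change of 6.14, was among them. The sex-linked list had medians of -0.80, -0.17, -1.12 and -0.74 in macrophages of *Gdf2/Bmp10* HSC-KO mice, macrophages of *Smad4 fl/flVav1 Cre* mice, ECs and livers. *Acvrl1* rose in ECs of *Gdf2/Bmp10* HSC-KO mice (log2 fold change 1.73, standard error 0.17, BH-adjusted p = 0.00054 in edgeR's quasi-likelihood test).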
